# Leveraging Integrated RNA Sequencing to Decipher Adrenomedullin’s Protective Mechanisms in Experimental Bronchopulmonary Dysplasia

**DOI:** 10.3390/genes15060806

**Published:** 2024-06-19

**Authors:** Subarna Palit, Amrit Kumar Shrestha, Shyam Thapa, Sandra L. Grimm, Cristian Coarfa, Fabian Theis, Lukas M. Simon, Binoy Shivanna

**Keywords:** bronchopulmonary dysplasia, adrenomedullin, RNA-seq, natural killer cells

## Abstract

Bronchopulmonary dysplasia (BPD) is a chronic lung disease commonly affecting premature infants, with limited therapeutic options and increased long-term consequences. Adrenomedullin (*Adm*), a proangiogenic peptide hormone, has been found to protect rodents against experimental BPD. This study aims to elucidate the molecular and cellular mechanisms through which *Adm* influences BPD pathogenesis using a lipopolysaccharide (LPS)-induced model of experimental BPD in mice. Bulk RNA sequencing of *Adm*-sufficient (wild-type or *Adm*^+/+^) and *Adm*-haplodeficient (*Adm*^+/−^) mice lungs, integrated with single-cell RNA sequencing data, revealed distinct gene expression patterns and cell type alterations associated with *Adm* deficiency and LPS exposure. Notably, computational integration with cell atlas data revealed that *Adm*-haplodeficient mouse lungs exhibited gene expression signatures characteristic of increased inflammation, natural killer (NK) cell frequency, and decreased endothelial cell and type II pneumocyte frequency. Furthermore, in silico human BPD patient data analysis supported our cell type frequency finding, highlighting elevated NK cells in BPD infants. These results underscore the protective role of *Adm* in experimental BPD and emphasize that it is a potential therapeutic target for BPD infants with an inflammatory phenotype.

## 1. Introduction

Bronchopulmonary dysplasia (BPD) is a chronic lung disease that primarily affects premature infants, particularly those born before 28 weeks of gestation [1,2,3]. The burden of BPD lies in its increased prevalence, significant morbidity and mortality rates among preterm infants, lack of specific therapies, as well as its potential long-term respiratory and developmental consequences [4,5,6,7,8]. The pathogenesis of BPD is complex and multifactorial, involving both prenatal and postnatal factors [2,9,10,11]. Prenatal factors include intrauterine inflammation, intrauterine growth restriction, and genetic predispositions. Postnatally, factors such as mechanical ventilation, oxygen toxicity, infections, and inflammation contribute to lung injury and impaired alveolar development. The vascular hypothesis of BPD suggests that impaired vascular development and abnormal pulmonary angiogenesis play a critical role in the pathogenesis of the disease [12,13]. Premature birth disrupts the normal development of the pulmonary vasculature, leading to decreased vascular growth and altered vascular structure. This disruption results in decreased perfusion, impaired oxygen delivery, and increased pulmonary vascular resistance, contributing to lung injury and impaired alveolarization. Therefore, targets that promote lung endothelial cell health in the developing lungs can potentially prevent and mitigate BPD in premature infants.

Adrenomedullin (*Adm*) is a peptide hormone involved in various physiological processes such as vasodilation, regulation of blood pressure, and fluid balance. Kitamura et al. first discovered it in 1993 as a novel hypotensive peptide isolated from human pheochromocytoma, a tumor of the adrenal medulla [14]. *Adm* is derived from a larger precursor molecule called preproadrenomedullin, which is cleaved to produce the active form [15]. In humans, it is encoded on chromosome 11 [16], and in mice, it is encoded on chromosome 7 [17]. The peptide acts through multiple receptors, including the calcitonin receptor-like receptor (CLR) and receptor activity-modifying proteins (RAMPs) [18]. Upon binding to its receptors, *Adm* activates intracellular signaling pathways, such as cAMP production, leading to vasodilation and other physiological responses. The peptide is widely expressed in highly vascularized tissues and organs, including the cardiovascular system, lungs, kidneys, and brain since the gene encoding *Adm* is expressed notably in endothelial and vascular smooth muscle cells [19,20]. Its expression is up-regulated in response to various stimuli such as hypoxia, inflammation, and mechanical stress [19,21]. *Adm* has been implicated in several pathological conditions, including cardiovascular diseases [20,22,23,24,25], pulmonary disorders [26,27,28,29,30], gastrointestinal disorders [31,32], sepsis [33,34,35,36], cancer [20,32,37,38], and disorders associated with pregnancy [39,40,41,42]. Since *Adm* is highly enriched in the lungs, its expression is influenced by inflammation, and the peptide plays a vital role in maintaining endothelial cell homeostasis [43,44,45]; *Adm* may play a pathogenic role in inflammatory lung disorders such as BPD.

Studies involving *Adm* in BPD have focused on understanding its role in the pathogenesis of the disease and its potential as a biomarker or therapeutic target. Others and ourselves have highlighted the protective role of *Adm* in preclinical BPD studies. Insults such as hyperoxia and lipopolysaccharide (LPS) alter *Adm* expression and signaling in the developing lungs of rodents [44,45,46,47,48]. Further, BPD infants also have higher *Adm* expression compared to non-BPD infants [49]. Yet, decreased *Adm* expression or signaling causes or augments BPD phenotype [45,47,48], and *Adm* peptide treatment mitigates experimental BPD [47]. These findings emphasize the protective role of *Adm* in neonatal lungs and its potential to serve as a biomarker and therapeutic target for BPD infants. Despite these discoveries, the intricate cellular and molecular mechanisms through which *Adm* exerts its protective effects on lung development, repair, and injury remain unclear. Identifying these mechanisms holds promise for developing precise prediction models and therapies for the disease. Therefore, we performed unbiased bulk RNA sequencing of the lungs from *Adm*-sufficient and haplodeficient mice in a well-established LPS-induced model of experimental BPD [48] and integrated bulk RNA sequencing results with state-of-the-art single-cell lung atlas studies to resolve how *Adm* protects neonatal lungs against chronic injury.

## 2. Materials and Methods

### 2.1. Animals

The Institutional Animal Care and Use Committee of Baylor College of Medicine approved this study (Protocol # AN-5631). Dr. Kathleen Caron (University of North Carolina, Chapel Hill, NC, USA) provided us with the *Adm* haplodeficient (*Adm*^+/−^) mice on a 129/SvEv background, as previously documented [23]. To obtain *Adm*^+/−^ mice on a C57BL/6J background for our studies, we performed 12 generations of backcrossing of the original *Adm*^+/−^ mice with C57BL/6J wild-type mice (stock no. 000664; The Jackson Laboratory, Bar Harbor, ME, USA). We utilized time-pregnant mice raised in our animal facility for the studies. Since *Adm*^−/−^ mice are embryonically lethal, we used *Adm*^+/−^ mice for our studies. We confirmed the genotype of *Adm*^+/−^ mice through both genotyping and real-time RT-PCR analysis of lung tissues for *Adm* expression.

### 2.2. LPS Treatment

For the LPS treatment, we administered intraperitoneal injections of 6 mg/kg of *Escherichia coli* O55:B5 LPS (Sigma-Aldrich, St. Louis, MO, USA; L2880) or an equivalent volume of PBS to both wild-type (WT) or *Adm*^+/+^ and *Adm*^+/−^ mice once daily for three days on postnatal days (Ps) 3–5 [48].

### 2.3. Lung Tissue Extraction, RNA Isolation, and Bulk RNA Sequencing

At P5, 6 h after the third dose of PBS or LPS, we extracted lung tissue from the study animals, immediately snap-froze it in liquid nitrogen, and stored it at −80 °C for subsequent RNA isolation. Total lung RNA was isolated from the lung tissues of mice exposed to PBS or LPS (*n* = 3/genotype/exposure) and purified using the Direct-zol RNA MiniPrep kit (Zymo Research, Irvine, CA, USA; R2052). The Genomic and RNA Profiling Core at Baylor College of Medicine first conducted sample quality checks using the NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), Invitrogen Qubit 2.0 quantitation assay (Thermo Fisher Scientific), and Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA-seq libraries were next generated using the NEBNext Ultra II Directional RNA-seq kit (New England Biolabs, Ipswich, MA, USA) (p/n E7760) with rRNA depletion (p/n E7400), according to the manufacturer’s instructions. RNA-seq libraries were sequenced on an Illumina NovaSeq 6000 sequencer to around 85 million reads per sample. The RNA-seq data were mapped using HISAT2 (v2.1.0) to the mouse genome build UCSC mm10. Aligned reads were counted against gene model annotation (Gencode) to obtain expression values by using Feature Counts (v1.6.4).

### 2.4. Data Transformations for Exploratory Analysis

All analyses were performed on protein-coding genes. For inter-sample normalization at the gene level, the R package edgeR [50] was employed, utilizing the weighted trimmed mean (TMM) method. Subsequently, relative scaling factors for the libraries were computed, and normalized counts per million (CPM) values were derived within the edgeR framework. Genes with very low counts across all the libraries were also removed prior to downstream analysis.

### 2.5. Exploratory Analysis of RNA Expression

Exploratory data analysis was performed on the log-transformed expression values. Principal component analysis (PCA) served as a visualization tool to examine the clustering patterns in our dataset. Features with no detectable signal across all samples were excluded from consideration to prevent zero variance issues. The remaining 15,885 (72%) genes were subjected to PCA using the prcomp implementation in R (v4.2.1).

### 2.6. Differential Expression Analysis

RNA-seq data were subjected to linear modeling using empirical Bayes statistics from the limma package in R to detect differentially expressed genes [51]. Specifically, our models incorporated effects for treatment (LPS or PBS) within each genotype (WT and *Adm*^+/−^ mice), enabling the detection of differential treatment effects between genotypes. We applied the Benjamini–Hochberg correction to control the false discovery rate (FDR) among selected significant genes. Genes were considered statistically significant for individual variables (i.e., differentially expressed in *Adm*^+/−^ over WT; between PBS and LPS treatment) if their adjusted *p*-value was below 0.05 and if the fold change exceeded 0.5 times. Interaction effects were computed by fitting a 2-factor model on the condition (WT, *Adm*^+/−^) and treatment (LPS, PBS). Preference was given to genes with significant differential effects on treatment and condition combined.

### 2.7. Cell Type Deconvolution Analysis

Following our previous work, we performed cell-type deconvolution analysis [52,53,54]. Bulk RNA-seq differential expression results were subjected to enrichment analyses using single-cell RNA-seq derived cell type markers to discover changes in cell type frequency. Enrichment analysis was carried out using the Enrichr R package [55] on Tabula Muris [56] cell types. To further validate the differentially enriched lung cell types, we cross-referenced our findings with a publicly available murine lung cell atlas called LungMAP (www.lungmap.net; accessed on 13 June 2023). LungMAP catalogs RNA expression from 95,658 lung cells across 8 timepoints from embryonic day 16.5 to postnatal day 28, identifying 37 well-defined and 3 novel (Sox9+/Id2+ DEP, EPC, and PMP) lung cell types [57]. The top 10 cell type markers with differential effects in *Adm*^+/−^ compared to WT were visualized by extracting their average RNA expression by lineage and cell types in the LungMAP atlas. Briefly, genes that were positively enriched in *Adm*^+/−^ vs. WT mice were selected as candidates based on having (i) higher expression in *Adm*^+/−^ mice exposed to LPS vs. PBS and (ii) higher expression in LPS-treated *Adm*^+/−^ vs. WT mice. Additionally, candidate genes needed to be lung markers [56], have expression above the 15th percentile of the data, and show significant interaction *p*-value (finding genes with differential effects to LPS treatment in WT or *Adm*^+/−^). All analyses with the LungMAP dataset were performed using the default Scanpy workflow (v1.9.1) [58].

### 2.8. KEGG Pathway Enrichment Analysis

To gain insights into the biological pathways associated with the differentially expressed genes (DEGs), we performed a KEGG enrichment analysis. Genes were categorized into seven distinct groups based on their unique expression profiles between WT and *Adm*^+/−^ mice in response to LPS treatment. Each group of DEGs was subjected to KEGG analysis using the Enrichr R package [55] to identify significantly enriched pathways. We used the Enrichr R package for the enrichment analysis due to its robust statistical methods and comprehensive KEGG database integration [59]. Enriched pathways with adjusted *p*-values less than 0.25 and containing 5 or more representative genes were considered significant. The complete lists of DEGs for each category and their corresponding KEGG pathway enrichment results are provided in Supplementary Table S5. Additionally, Supplementary Figure S1 shows the top enriched pathways for each gene category, with gene counts and *p*-values indicated.

### 2.9. Analysis of BPD Cohort

Statistical analyses were performed using the Bioconductor limma package in R [51]. Raw RNA-seq counts were downloaded from the Gene Expression Omnibus [60] with accession GSE156028, and standard pre-processing steps were followed. Patient characteristics are reported in Supplementary Table S4. Gene expression normalizations were performed using the TMM method, and low-count genes were removed before further downstream analysis. Differential genes were identified with the edgeR package in R [50], and differential expression was defined as a Benjamini Hochberg FDR < 0.05. In order to test for enrichment of NK cell markers within the differential log fold changes between infants with and without BPD, we applied the fgseaMultilevel function from the fgsea R package [61]. Additionally, the empirical cumulative distribution function (stat_ecdf from the R ggplot2 package [62]) plot was utilized to assess the distribution of observed differential expression fold changes in top NK marker genes.

### 2.10. Code Availability

The code to reproduce our analyses will be available on GitHub: https://github.com/lkmklsmn/adm_paper (accessed on 13 June 2024).

### 2.11. Data Availability

The bulk RNA sequencing dataset generated in this study is available at the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under the accession number GSE264612.

## 3. Results

### 3.1. Bulk RNA-Seq Analysis Reveals Transcriptomic Alterations in Response to LPS

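Whole lungs of 12 neonatal mice were analysed by bulk RNA sequencing, with 1 library per mouse and 3 mice in each of 4 groups. WT mice and *Adm*+/- mice, which carry a single functional copy of the adrenomedullin gene, were injected with lipopolysaccharide (LPS), a bacterial endotoxin that provokes inflammation, or with phosphate-buffered saline (PBS). LPS was given at 6 mg/kg in 3 daily doses, and the lungs were taken 6 h after the last dose, on postnatal day 5. The libraries were made with a directional kit after depletion of ribosomal RNA. The authors aligned the reads to the mouse genome mm10 with HISAT2 and counted them on Gencode genes with featureCounts. The paper's text names neither the Gencode release nor the strand option of the counting. The values used here are the raw counts that the authors deposited for 52550 genes, of which 21950 are protein-coding and 14375 had 0 counts in every library. Total counts per library ranged from 22382535 to 28430211 in WT PBS (median 23456816) and from 28244617 to 38062873 in WT LPS (median 28636934). They ranged from 24378367 to 33093215 in *Adm*+/- PBS (median 28086668) and from 28559543 to 33626785 in *Adm*+/- LPS (median 31285954). The paper gives a depth of around 85 M reads per sample, while the values here rest on the reads counted on genes, with a median of 28.5 M per library. Counts were normalized with edgeR's TMM method and are given as CPM with the SD of the 3 mice of a group. Protein-coding genes that passed edgeR's filterByExpr over the 4 groups, 15885 in number, were tested in a single quasi-likelihood fit of all 12 libraries with 8 residual degrees of freedom. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 0.5. Gene positions come from Gencode release M21, and 99.7% of the genes in the counts were found in it.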

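The targeted gene *Adm* (ENSMUSG00000030790) lies on chromosome 7 of mm10 from 110627661 to 110629820 and overlaps Gm28863 on the opposite strand. Its level was low in every library. The WT PBS libraries had 3.96, 7.09 and 4.57 CPM and the WT LPS libraries 7.77, 8.15 and 4.46 CPM. The *Adm*+/- PBS libraries had 4.58, 2.87 and 3.62 CPM and the *Adm*+/- LPS libraries 3.74, 6.28 and 3.92 CPM. The log2 fold change between *Adm*+/- and WT mice was −0.50 in PBS (standard error 0.32, adjusted p = 0.999 from edgeR) and −0.55 in LPS (standard error 0.31, adjusted p = 0.480 from edgeR). The ranges of the genotypes overlapped in both treatments. When single libraries were left out, the PBS value ranged from −0.68 (without *Adm*+/- PBS replicate 6) to −0.21 (without WT PBS replicate 4). The LPS value ranged from −0.82 (without *Adm*+/- LPS replicate 2) to −0.40 (without WT LPS replicate 10). LPS treatment changed *Adm* by 0.39 on the log2 scale in WT mice (adjusted p = 0.388 from edgeR) and by 0.34 in *Adm*+/- mice (adjusted p = 0.449 from edgeR).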

To investigate the role of *Adm* in LPS-induced experimental BPD in mice, bulk RNA sequencing data were generated from *Adm*-haplodeficient (*Adm*^+/*−*^) and WT (*Adm*^+/*+*^) mice using whole lung tissue in response to LPS treatment or control PBS in triplicates. 

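Log2 CPM values (prior count 2) were centred and scaled for each gene before the principal component analysis. The first 3 components held 44.1%, 21.3% and 11.0% of the variance over the 12 libraries. Pearson's r across genes, which are not independent replicates, ranged from 0.962 to 0.992 over the 12 pairs of libraries of the same group. No pair was identical, and every pair differed by more than the sampling noise (chi-square per degree of freedom from 10.1 to 115.6). The median SD of a gene between the 3 libraries of a group, on the log2 scale, was 0.288 in WT PBS, 0.187 in *Adm*+/- PBS, 0.167 in WT LPS and 0.117 in *Adm*+/- LPS. WT PBS replicate 5 and *Adm*+/- PBS replicate 6 each lay farthest from the mean of their group, with a median absolute deviation of 0.421 and 0.259. In these libraries 77.8% and 80.1% of the counts fell on protein-coding genes, against 84.3% to 87.6% in the other libraries. The non-coding gene Gm26917 took 16.6% and 13.3% of their counts, against 5.42% to 7.40% elsewhere. With the 500 genes of highest variance in place of all tested genes, which moved it most, the first component held 66.0% of the variance.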

Unsupervised dimension reduction of 12 samples across four groups based on 15,885 unique protein-coding genes using principal component analysis revealed distinct clustering by condition, indicating reproducible and high-quality data (Figure 1A). Moreover, the first principal component demonstrated clear separation between animals exposed to LPS from controls for both genotypes. 

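On the first component, the WT PBS libraries lay from −162 to −28.3 and the *Adm*+/- PBS libraries from −114 to −36.2. The WT LPS libraries lay from 36.4 to 98.5 and the *Adm*+/- LPS libraries from 77.1 to 86.2, so that no LPS library overlapped a PBS library. The lowest value on this component belonged to WT PBS replicate 5 and the next lowest to *Adm*+/- PBS replicate 6. With each library left out in turn, the share of the first component stayed between 42.1% and 45.9%. Across genes, the loadings on the first component had a Spearman rho of −0.41 with the GC content of the gene.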

The second principal component further stratified LPS-exposed *Adm*^+/*−*^ from WT samples, indicating that the major source of variation differentiated the LPS response rather than technical variation in *Adm*^+/*−*^ mice compared to WT mice.

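On the second component, the WT LPS libraries lay from 1.00 to 23.8 and the *Adm*+/- LPS libraries from 14.9 to 40.1, so that the genotypes overlapped. The WT PBS libraries covered a wider range, from −81.5 to 113.2, with replicate 5 at the highest value of all libraries, and the *Adm*+/- PBS libraries lay from −78.8 to 18.1. Without WT PBS replicate 5, the share of the second component was 16.5%. The third component parted the genotypes under LPS, with WT LPS libraries from −93.5 to −16.5 and *Adm*+/- LPS libraries from 29.4 to 67.5. When genes were not scaled to unit variance, the second component did so, with WT LPS libraries from −51.7 to −17.9 and *Adm*+/- LPS libraries from 26.9 to 40.1. The rho between loadings and GC content was −0.51 for the second component and −0.09 for the third. The scores of the second component were oriented apart from its loadings, so this sign need not match the scores above. WT PBS replicate 5 lay highest on these scores and WT PBS replicate 3 lowest. Their deviations from their group had a rho of 0.649 and −0.582 with GC content, so high scores appear to go with genes of high GC content.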

Differential expression analysis was performed by independently comparing LPS exposure to controls in *Adm*^+/*−*^ and WT mice. In WT mice, 542 genes (Table S1, Figure 1B), and in *Adm*^+/*−*^ mice, 1139 genes were differentially expressed (Table S2, Figure 1C) at absolute log fold changes above 0.5 and adjusted *p*-value below 0.05. 

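In WT mice, 2791 genes passed the threshold, with 1664 higher and 1127 lower after LPS treatment. Among these, 2633 had no overlap between the 3 LPS and the 3 PBS libraries. In *Adm*+/- mice, 3968 genes passed, with 2035 higher and 1933 lower, and 3954 of these had no overlap. At an unadjusted p-value under 0.05 there were 5830 genes in WT and 6639 in *Adm*+/- mice, where 794.25 would be expected by chance. Testing against an absolute log2 fold change of 0.5 with limma-voom's treat, in place of a test against 0 followed by a fold change filter, gave 542 genes in WT mice and 1139 in *Adm*+/- mice. Of these, 541 and 1139 were among the genes called by edgeR. With the mean level of a list of skeletal muscle genes as a covariate, 0 genes passed in WT mice (432 at an unadjusted p-value under 0.05), because that level separates the WT LPS libraries from the other 9. One library weighed on the WT count, which was 1443 without WT LPS replicate 9 and between 2286 and 3074 in the other fits that each left out 1 library. In *Adm*+/- mice these fits gave 3033 to 4503 genes.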

The heatmap shows the z-transformed expression of the top 50 genes differentially regulated in response to LPS in both genotypes (Figure 1D). For example, genes *Slit2* and *Mmp9* were significantly down-regulated and up-regulated, respectively, in response to LPS treatment across both genotypes (Figure 1E).

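Genes were ranked by fitted change among those past the threshold with a mean of at least 1 CPM over the 12 libraries and no overlap between LPS and PBS. The 3 largest rises in WT mice were those of *Krt13*, *Myh4* and *Tmprss11b*. *Krt13* reached 526 ± 509 CPM (SD, n = 3) in WT LPS, from at most 4 counts in any WT PBS library, and was not called with limma-voom (adjusted p = 0.188). It was in *Adm*+/- mice at least 41.8-fold higher after LPS and did not pass (adjusted p = 0.0611 from edgeR), and its difference between genotypes did not pass either (adjusted p = 0.992 from edgeR). *Myh4* and *Tmprss11b* had 0 counts in WT PBS and were at least 184-fold and 168-fold higher in WT LPS, with SDs as large as their means. *Myh4* belongs to a family of similar myosin genes between which reads can be divided. Without WT LPS replicate 9, *Tmprss11b* no longer passed (adjusted p = 0.0568 from edgeR), nor did it with limma-voom (adjusted p = 0.148). In *Adm*+/- mice neither gene passed (adjusted p = 0.375 and 0.418 from edgeR), and nor did the difference of *Myh4* (adjusted p = 0.854 from edgeR). No difference could be estimated for *Tmprss11b*, which had 0 counts in both PBS groups. The 3 largest falls in WT mice were *Mgl2* with a log2 fold change of −3.63 (adjusted p = 0.00161), *Epha8* with −3.51 (adjusted p = 0.00218) and *Crabp1* with −3.44 (adjusted p = 0.00189, all from edgeR). These 3 genes also passed the threshold in *Adm*+/- mice. In *Adm*+/- mice, *Cxcl2* rose at least 299-fold over the limit that 3 counts set in PBS, where no library had more than 1 count. *Saa3* rose by 10.36 (adjusted p = 0.000294) and *Acod1* by 8.99 (adjusted p = 0.000117 from edgeR) on the log2 scale. The largest falls in *Adm*+/- mice were *Rspo2* at −4.60 (adjusted p = 0.000143), *Tmem233* at −4.02 (adjusted p = 0.000419) and *Lmo3* at −3.95 (adjusted p = 0.000237 from edgeR), which overlaps A830011K09Rik and other genes on the opposite strand. Of these, *Tmem233* alone did not pass in WT mice, with a log2 fold change of −1.06 (adjusted p = 0.116), and its difference between genotypes of −2.96 had an adjusted p of 0.271 from edgeR.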

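*Slit2* (ENSMUSG00000031558) lies on chromosome 5 of mm10 from 47983138 to 48307733. It holds several small genes on its own strand and overlaps 4930518C09Rik on the other. It fell from 710 ± 51.9 to 286 ± 45.3 CPM (SD, n = 3) in WT mice, a log2 fold change of −1.31 (standard error 0.12, adjusted p = 0.000115 from edgeR). It fell in *Adm*+/- mice from 799 ± 32.0 to 312 ± 30.9 CPM, a log2 fold change of −1.36 (standard error 0.13, adjusted p = 6.43e-05 from edgeR). *Mmp9* (ENSMUSG00000017737), on chromosome 2 from 164940780 to 164955850 with no overlapping gene, rose from 7.30 ± 3.90 to 126.5 ± 33.2 CPM in WT mice. Its log2 fold change was 4.11 (standard error 0.39, adjusted p = 0.000112 from edgeR). In *Adm*+/- mice *Mmp9* rose from 4.98 ± 1.46 to 75.3 ± 18.8 CPM, by 3.92 on the log2 scale (standard error 0.39, adjusted p = 7.68e-05 from edgeR). Between genotypes the difference was −0.05 for *Slit2* and −0.19 for *Mmp9* (both adjusted p = 0.996 from edgeR), and its sign changed when single libraries were left out. The muscle covariate moved these values most, to an adjusted p of 0.955 from edgeR for both genes in WT mice, because the covariate parts WT LPS from all other libraries.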

### 3.2. Published RNA and Protein Expression Experiments Validate Bulk RNA-Seq Data

To validate the bulk RNA-seq data generated in this study, we compared the results of the RNA-seq data with the RNA and protein expression data from our previous study in *Adm*^+/*−*^ and WT mice exposed to LPS or PBS [48]. In the previous study, the RNA and protein expression changes for select genes were quantified using quantitative polymerase chain reaction (qPCR) and immunoblotting studies in *Adm*^+/*−*^ and WT mice using the same LPS-induced experimental BPD model [48]. 

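The genes *Ccl2*, *Ccl3*, *Cxcl1*, *Icam1*, *Il1b* and *Tnf* encode chemokines, an adhesion molecule and cytokines. *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) overlaps Gm17268 on the opposite strand. It rose by 3.13 on the log2 scale in WT mice (standard error 0.73, adjusted p = 0.0116 from edgeR) and by 4.52 in *Adm*+/- mice (adjusted p = 0.00106 from edgeR). Without WT LPS replicate 9 its rise in WT mice was 2.43 and did not pass (adjusted p = 0.0567 from edgeR). *Ccl3* (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) rose by 3.73 in WT mice (adjusted p = 0.00404) and by 5.77 in *Adm*+/- mice (adjusted p = 0.000307 from edgeR). *Cxcl1* (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) reached 2.81 ± 2.87 CPM (SD, n = 3) in WT LPS and 14.7 ± 4.11 CPM in *Adm*+/- LPS, from 0.435 and 0.291 CPM in PBS. Its rise was 2.70 in WT mice (adjusted p = 0.0287) and 5.61 in *Adm*+/- mice (adjusted p = 0.000414 from edgeR). In WT mice *Cxcl1* did not pass with limma-voom (adjusted p = 0.106) or without WT LPS replicate 9, WT PBS replicate 3 or WT PBS replicate 5, with rises of 1.44, 2.35 and 2.48.
*Icam1* (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) overlaps Gm47079 on the opposite strand. It went from 240 ± 60.0 to 454 ± 196 CPM (SD, n = 3) in WT mice and from 210 ± 43.4 to 964 ± 34.9 CPM in *Adm*+/- mice, log2 fold changes of 0.92 (adjusted p = 0.0445) and 2.20 (adjusted p = 0.000368 from edgeR). The WT call of *Icam1* was lost with limma-voom (adjusted p = 0.0624) and in most fits that left out 1 library, where its log2 fold change ranged from 0.59 to 1.21. *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139), which overlaps Il1bos, rose by 2.87 in WT mice (adjusted p = 0.00216) and by 4.79 in *Adm*+/- mice (adjusted p = 0.000105 from edgeR). *Tnf* (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) rose by 2.89 in WT mice (adjusted p = 0.00414) and by 3.54 in *Adm*+/- mice (adjusted p = 0.0008 from edgeR). The difference in LPS response between genotypes was positive for all 6 genes, at 1.39 for *Ccl2*, 2.04 for *Ccl3*, 2.90 for *Cxcl1*, 1.28 for *Icam1*, 1.92 for *Il1b* and 0.65 for *Tnf*. None of these differences passed the threshold, with adjusted p from 0.421 for *Icam1* to 0.987 for *Tnf* in edgeR's test of the difference. All 6 stayed positive when single libraries were left out, and their size moved. Without WT PBS replicate 4 they were 0.32 for *Ccl2*, 1.54 for *Ccl3*, 2.05 for *Cxcl1*, 1.05 for *Il1b* and 0.16 for *Tnf*. Without WT LPS replicate 9 they were 2.36 for *Il1b* and 1.19 for *Tnf*.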

Increased up-regulation of genes *Ccl2*, *Ccl3*, *Cxcl1*, *Icam1*, *Il1b*, and *Tnf* in *Adm*^+/*−*^ compared to WT mice was confirmed by the previous qPCR study results (Figure 2A) [48]. Furthermore, increased up-regulation of transcription factors Stat1 and Stat3 at the protein level in the prior study [48] was also mirrored at the RNA level, as observed in our bulk RNA-seq data (Figure 2B). Moreover, Stat1 and Stat3 targets were significantly enriched in genes up-regulated in response to LPS in WT mice (Stat1 enrichment *p*: 0.00049; Stat3 enrichment *p*: 0.0041, Figure 2C). This enrichment was further exacerbated in *Adm*^+/*−*^ mice (Stat1 enrichment *p*: 1.75 × 10^−5^; Stat3 enrichment *p*: 9.1 × 10^−5^). 

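*Stat3* (ENSMUSG00000004040), on chromosome 11 of mm10 from 100885098 to 100939540, overlaps *Stat5a* on the opposite strand. It rose from 211 ± 97.5 to 381 ± 88.4 CPM (SD, n = 3) in WT mice, by 0.85 on the log2 scale (standard error 0.26, adjusted p = 0.0392 from edgeR). It rose in *Adm*+/- mice from 150 ± 7.23 to 531 ± 12.5 CPM, by 1.82 (standard error 0.27, adjusted p = 0.000528 from edgeR). The *Stat3* difference of 0.97 did not pass (standard error 0.37, adjusted p = 0.508 from edgeR). The WT call of *Stat3* was lost in 9 of the 12 fits that left out 1 library. Without WT PBS replicate 3 the WT rise was lowest, 0.62, and the difference 1.20. Without WT PBS replicate 4 the WT rise was highest, 1.29, and the difference 0.53.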

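The target sets behind the enrichment are not given in the paper's text, so a list of 31 genes for Stat3, all of them tested, was written by hand. The list was tested with limma's camera, a two-sided comparison of a list with all other genes at a preset correlation of 0.01, adjusted over 31 lists within a contrast. In WT mice it had a median log2 fold change of 1.43 (adjusted p = 6.82e-09 from limma), with 29 of 31 members higher after LPS. Of its members 22 passed over all genes and 27 when adjusted over the list alone. Of the Stat3 members 15 also belong to another of the 31 lists. Under limma's rotation test fry, the Stat3 list passed in WT mice (adjusted p = 0.00351). With a correlation between genes estimated from the data, which moved the list results most, 0 of the 31 lists passed in WT mice (4 at an unadjusted p-value under 0.05).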

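In *Adm*+/- mice the Stat3 target list had a median log2 fold change of 2.22 (adjusted p = 2.24e-15 from limma's camera), with 29 of 31 members higher after LPS and 28 past the threshold by either adjustment. The difference between genotypes had a median of 1.22 (adjusted p = 6.26e-15 from limma's camera), and 30 of 31 members had the larger response in *Adm*+/- mice. With fry, the difference did not pass (adjusted p = 0.145 from limma).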

Taken together, these results validate the differential expression patterns observed in our newly generated bulk RNA-seq data.

### 3.3. Preferential Regulation Analysis Reveals Cell Type Frequency Changes Specific to Adm^+/−^ Mice

Next, we assessed the differences in LPS response in *Adm*^+/−^ mice compared to WT mice. While expression fold changes in the LPS response in *Adm*^+/−^ mice compared to WT mice correlated significantly on a global level (Figure 3A, Rho 0.75, *p* < 2.2 × 10^−16^), numerous genes showed preferential up- or down-regulation in one of the two contrasts. Therefore, we performed preferential regulation analysis by stratifying all 15,885 genes into seven categories based on the differential expression patterns: (1) 14,591 genes without differential expression in either genotype; (2) 64 genes significantly down-regulated in both genotypes; (3) 323 genes significantly up-regulated in both genotypes; (4) 499 genes up-regulated in *Adm*^+/−^ mice without significant change in WT mice; (5) 253 genes down-regulated in *Adm*^+/−^ mice without significant change in WT mice; (6) 141 genes significantly up-regulated in WT mice without significant change in *Adm*^+/−^ mice; (7) 14 genes down-regulated in WT mice without significant change in *Adm*^+/−^ mice.

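The fitted log2 fold changes after LPS treatment in WT and *Adm*+/- mice had a Spearman rho of 0.787 and a Pearson r of 0.719 across the 15885 genes. Genes are not independent replicates, so no p-value is attached. The genotypes have separate PBS libraries and share no control. In 81.6% of genes the changes had the same sign, and the median absolute log2 fold change was 0.30 in WT and 0.34 in *Adm*+/- mice. When each library was left out in turn, rho stayed between 0.709, without *Adm*+/- PBS replicate 6, and 0.808, without WT LPS replicate 11. The difference in LPS response itself passed the threshold for 23 genes, all with a lower response in *Adm*+/- mice, and 1247 genes had an unadjusted p-value under 0.05. The smallest p-values belonged to *Atp2a1* (difference −5.44, adjusted p = 0.0032), *Neb*, *Myom3* (−4.09, adjusted p = 0.00489), *Mylpf* (−5.53, adjusted p = 0.00521) and *Ryr1* (−5.27, adjusted p = 0.00521, all from edgeR), which encode muscle proteins. *Atp2a1* overlaps *Rabep2* on the opposite strand, and *Ryr1* overlaps Mir1963 on its own strand and Gm26604 on the other. Across the 12 libraries, 18 of the 23 genes had an r above 0.9 with the mean of the skeletal muscle list, and 9 are members of it. The number of genes rose most with DESeq2, to 168, among which all 23 were found, and was 1 with limma-voom. With limma-voom's treat and with the mean of the skeletal muscle list as a covariate it was 0 (284 and 344 at an unadjusted p-value under 0.05). It was 5 without *Adm*+/- PBS replicate 7 and 65 without WT LPS replicate 10.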

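With the edgeR calls, 11213 genes passed in neither genotype, 929 were lower in both, 1148 higher in both, 886 higher in *Adm*+/- mice only, 995 lower in *Adm*+/- mice only, 507 higher in WT mice only and 197 lower in WT mice only. A further 10 genes passed in both genotypes in opposite directions. With limma-voom's treat the same 7 categories held 14591, 64, 323, 499, 253, 141 and 14 genes. Genes higher in *Adm*+/- mice only had a median log2 fold change of 0.42 in WT and 0.85 in *Adm*+/- mice, and genes lower in *Adm*+/- mice only had −0.41 and −0.77. Genes higher in WT mice only had a median of 1.50 in WT and 0.41 in *Adm*+/- mice, and genes lower in WT mice only had −0.71 and −0.47. A gene that passes in one genotype and not in the other is not thereby shown to differ between them. Of the 1881 genes in the categories of *Adm*+/- mice only, 1 passed the test of the difference, *Tmem38a*, and 492 had an unadjusted p-value under 0.05 in it. Of the 704 genes in the categories of WT mice only, 18 passed. Leaving out WT LPS replicate 9 lowered the categories of both genotypes to 402 and 745 genes and those of WT mice only to 251 and 38. Without WT PBS replicate 3, 488 genes were lower in WT mice only, and without WT PBS replicate 5, 1532 were lower in *Adm*+/- mice only.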

To assess the molecular pathways underlying these expression patterns, we performed a gene set enrichment analysis (Supplementary Figure S1). Genes showing no differential expression in either genotype (category 1) were excluded from the analysis. The remaining six gene sets were subjected to enrichment analysis using the KEGG database. No significant enrichment was identified for category 2. However, genes significantly up-regulated in both genotypes (category 3) were enriched in infection-related genes set including “Cytokine-cytokine receptor interaction” (adjusted *p*-value: 9.12 × 10^−10^).

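KEGG pathways were not used here. A hand-written list of 63 tested genes of cytokines and their receptors was counted in the categories instead. Of these, 36 (57.1%) were higher in both genotypes, against 7.23% of all tested genes, 11 (17.5%) were higher in *Adm*+/- mice only and 3 in WT mice only. Under limma-voom's treat, 16 were higher in both genotypes and 22 in *Adm*+/- mice only. The median log2 fold change of the list was 1.65 in WT mice (adjusted p = 7.63e-13 from limma's camera) and 2.33 in *Adm*+/- mice (adjusted p = 6.34e-17 from limma's camera), with 57 and 55 of 63 members higher. Members past the threshold numbered 40 in WT and 48 in *Adm*+/- mice, and 45 and 50 when adjusted over the list alone. Its most abundant members were *Kitl*, *Cxcl12* and *Tnfrsf1a*. The list shares 30 members with other lists, and 39 of its members had at least 1 CPM in PBS.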

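*Syt6* (ENSMUSG00000027849) lies on chromosome 3 of mm10 from 103575231 to 103645569 and overlaps Gm43066 on its own strand and Atg4a-ps on the other. It fell from 7.72 ± 1.64 to 2.64 ± 0.236 CPM (SD, n = 3) in WT mice, a log2 fold change of −1.55 (standard error 0.21, adjusted p = 0.000703 from edgeR). It fell in *Adm*+/- mice from 6.55 ± 0.909 to 3.94 ± 0.795 CPM, a log2 fold change of −0.73 (standard error 0.20, adjusted p = 0.0183 from edgeR). The gene thus passed the threshold in both genotypes. The call in *Adm*+/- mice was lost without *Adm*+/- PBS replicate 8 (−0.62), *Adm*+/- LPS replicate 2 (−0.65) or *Adm*+/- LPS replicate 12 (−0.65). With limma-voom's treat it passed in WT mice (adjusted p = 0.0137) and not in *Adm*+/- mice (adjusted p = 0.677). Between genotypes the difference was 0.82 (standard error 0.29, adjusted p = 0.467 from edgeR).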

Among genes showing preferential regulation, *Syt6* displayed stronger down-regulation upon LPS treatment in WT compared to *Adm*^+/−^ mice. The gene *Neb* showed stronger up-regulation upon LPS treatment in WT compared to *Adm*^+/−^ mice (Figure 3A). However, neither of the genes were enriched in any significant genesets. Moreover, no significant pathway enrichment was identified for genes in category 7. 

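*Neb* (ENSMUSG00000026950), which encodes the muscle protein nebulin, lies on chromosome 2 of mm10 from 52136647 to 52378474 and overlaps Gm13521 on its own strand and Gm13522 on the other. It rose from 11.0 ± 2.56 to 227 ± 76.8 CPM (SD, n = 3) in WT mice, by 4.36 on the log2 scale (standard error 0.28, adjusted p = 2.43e-05 from edgeR). It went in *Adm*+/- mice from 12.3 ± 1.19 to 19.7 ± 3.18 CPM, a log2 fold change of 0.68 that did not pass (standard error 0.25, adjusted p = 0.058 from edgeR). That call was made with DESeq2 (adjusted p = 0.0265) and without WT PBS replicate 5, WT LPS replicate 10 or WT LPS replicate 11. The difference between genotypes was −3.68 (standard error 0.36, adjusted p = 0.0032 from edgeR). Across libraries *Neb* had an r of 0.980 with a hand-written list of skeletal muscle genes that does not contain it. That list had 31 tested members, of which 27 were higher in every WT LPS library than in each of the other 9 libraries. Its mean log2 CPM was 4.18 ± 0.56 in WT LPS (SD, n = 3) against 0.09 ± 0.33 in WT PBS, −0.06 ± 0.21 in *Adm*+/- PBS and 0.31 ± 0.25 in *Adm*+/- LPS. The median log2 fold change of its members was 4.23 in WT mice (adjusted p = 8.90e-23) and 0.38 in *Adm*+/- mice (adjusted p = 0.368 from limma's camera). With members at the floor set to their bound, these medians were 4.17 and 0.41. The list's most abundant members were *Acta1*, *Pygm* and *Myh3*, of which *Acta1* went from 1.66 to 435 CPM in WT mice and from 0.591 to 5.51 CPM in *Adm*+/- mice. A list of 15 tested cardiac muscle genes had a median log2 fold change of 0.10 in WT mice (adjusted p = 0.522 from limma's camera).

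**Figure D1:**
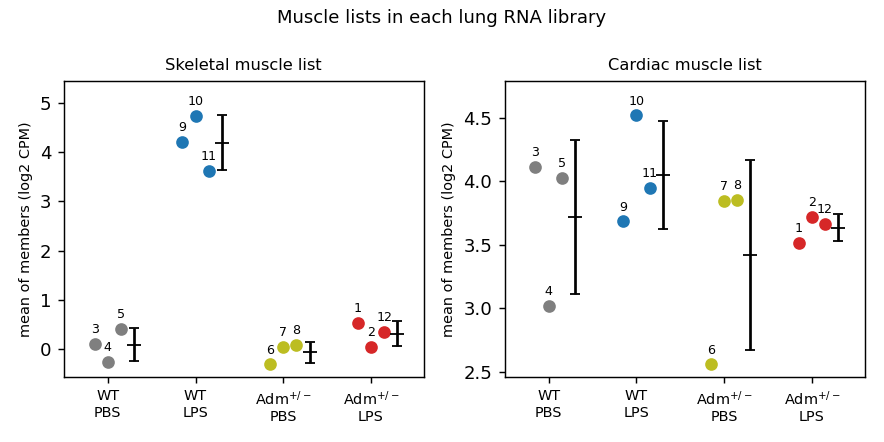
Mean log2 CPM of the members of the skeletal muscle list (left) and the cardiac muscle list (right) in each of the 12 libraries, by group. Points carry the replicate number, and bars give the mean and SD of the 3 libraries of a group. The WT LPS libraries lie from 3.62 to 4.74 on the skeletal muscle list, and the other libraries from −0.31 to 0.54.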

Category 6, which contained genes significantly up-regulated in WT mice without being differential in *Adm*^+/−^, exhibited differential regulation in two pathways, including the “Calcium signaling pathway” (adjusted *p*-value: 0.24). However, these were not pursued further due to their borderline significance.

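A list of 43 tested growth factors and receptors of the Ras, calcium and MAPK pathways, written by hand, had 2 members (4.65%) among the 507 genes higher in WT mice only, which hold 3.19% of all tested genes. Of the 31 skeletal muscle genes, 26 (83.9%) were in this category, and *Ryr1* and *Atp2a1*, which encode calcium channels and pumps of muscle, were as well. In all, 86 of the 507 genes (17.0%) had an r above 0.9 with the skeletal muscle list across the 12 libraries, against 0.579% of all tested genes. With limma-voom's treat, 75 of the 141 genes in this category (53.2%) did, and 22 of the 31 list members were in it. The test of the difference between genotypes passed for 18 of the 507 genes. The category held 251 genes without WT LPS replicate 9 and 674 without *Adm*+/- PBS replicate 6.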

In contrast, genes up-regulated in *Adm*^+/−^ mice without significant change in WT mice (category 4) were enriched in several inflammation-relevant signaling pathways, including TNF, NF-kappa B, and JAK-STAT (adjusted *p*-value: <1 × 10^−7^). For example, the gene *Mat1a* was strongly up-regulated in response to LPS in *Adm*^+/−^ mice but only moderately altered in WT mice. 

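Of 51 tested genes of the TNF and NF-kappa B pathways in a list written by hand, 10 (19.6%) were higher in *Adm*+/- mice only, against 5.58% of all tested genes, and 30 (58.8%) were higher in both genotypes. Of 51 JAK-STAT genes, 8 (15.7%) were higher in *Adm*+/- mice only and 27 (52.9%) in both genotypes. With limma-voom's treat, 24 TNF and NF-kappa B genes and 17 JAK-STAT genes were higher in *Adm*+/- mice only, and 6 and 4 in both genotypes. The TNF and NF-kappa B list rose by a median of 1.01 in WT mice (adjusted p = 1.98e-09) and 2.10 in *Adm*+/- mice (adjusted p = 2.11e-17, limma's camera), with 45 and 47 members higher. The JAK-STAT list rose by 0.68 (adjusted p = 6.82e-09) and 1.02 (adjusted p = 5.62e-13, limma's camera), with 45 members higher in each genotype. The median difference between genotypes was 0.78 for TNF and NF-kappa B (adjusted p = 1.60e-16) and 0.33 for JAK-STAT (adjusted p = 7.40e-07, limma's camera). Neither difference passed with limma's fry (adjusted p = 0.145 and 0.349). When adjusted over the list alone, 32 and 43 of the TNF and NF-kappa B genes passed in WT and *Adm*+/- mice, and 31 and 36 of the JAK-STAT genes. Each list shares 20 members with other lists.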

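*Mat1a* (ENSMUSG00000037798), on chromosome 14 of mm10 from 41105035 to 41124412, encodes a methionine adenosyltransferase and overlaps no other gene. It went from 6.78 ± 0.699 to 9.86 ± 2.88 CPM (SD, n = 3) in WT mice, a log2 fold change of 0.54 (standard error 0.21, adjusted p = 0.0861 from edgeR). It rose in *Adm*+/- mice from 6.20 ± 0.332 to 25.1 ± 3.80 CPM, by 2.02 on the log2 scale (standard error 0.21, adjusted p = 9.72e-05 from edgeR). Without WT LPS replicate 11, its rise in WT mice was 0.76 and passed (adjusted p = 0.00951 from edgeR). Between the genotypes under LPS the log2 fold change was 1.35 (adjusted p = 0.00795 from edgeR). The difference in LPS response was 1.48 (standard error 0.30) and did not pass in edgeR's test (adjusted p = 0.119). It passed with DESeq2 (adjusted p = 0.000983). In the fits that left out 1 library its adjusted p was at most 0.376 from edgeR, and over all alternatives it ranged up to 0.999.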

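The list of growth factors and receptors of the Ras, calcium and MAPK pathways had 5 of its 43 members (11.6%) among the 995 genes lower in *Adm*+/- mice only, which make up 6.26% of all tested genes. A further 9 members (20.9%) were lower in both genotypes, against 5.85% of all tested genes, 4 were higher in both and 2 were higher in *Adm*+/- mice only. Under limma-voom's treat, 4 members were lower in *Adm*+/- mice only and 0 in both genotypes. The members went both ways, with a median log2 fold change of −0.10 in WT mice (adjusted p = 0.178) and −0.27 in *Adm*+/- mice (adjusted p = 0.212, limma's camera). The median difference between genotypes was −0.09 (adjusted p = 0.578 from limma's camera). With fry, which tests a list on its own and not against other genes, the list passed in *Adm*+/- mice (adjusted p = 0.00622) and not in WT mice (adjusted p = 0.0793 from limma). Its members past the threshold numbered 16 in WT and 20 in *Adm*+/- mice, and 17 and 21 when adjusted over the list alone. Its most abundant members were *Vegfa*, *Kdr* and *Igf1r*.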

Genes down-regulated in *Adm*^+/−^ mice without significant change in WT mice (category 5) were enriched in Ras, Calcium, and MAPK signaling pathways (adjusted *p*-value: <0.25). For example, *Fgf10*, a member of all these three pathways, showed preferential down-regulation in *Adm*^+/−^ upon LPS treatment compared to WT (Figure 3A).

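*Fgf10* (ENSMUSG00000021732) lies on chromosome 13 of mm10 from 118669791 to 118792115 and overlaps Gm16263 on the opposite strand. It fell from 33.3 ± 7.47 to 21.1 ± 4.49 CPM (SD, n = 3) in WT mice, a log2 fold change of −0.66 (standard error 0.19, adjusted p = 0.0328 from edgeR). It fell in *Adm*+/- mice from 40.5 ± 4.35 to 13.9 ± 1.69 CPM, a log2 fold change of −1.54 (standard error 0.20, adjusted p = 0.000239 from edgeR). With these calls the gene was lower in both genotypes. The WT call was lost without WT PBS replicate 3 (−0.52), WT PBS replicate 5 (−0.62), WT LPS replicate 9 (−0.52) or WT LPS replicate 10 (−0.66). It was also lost with limma-voom's treat (adjusted p = 1), under which the gene passed in *Adm*+/- mice (adjusted p = 0.00398). Between genotypes the difference was −0.89 (standard error 0.27) and did not pass (adjusted p = 0.408 from edgeR).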

We subsequently assessed if the underlying gene expression changes reflected differences in cell type composition in the lungs using cell type deconvolution analysis. Towards this end, we applied gene set enrichment analysis using cell type marker annotation from the Tabula Muris resource [56], restricted to cell type markers from the lung. Enrichment analysis revealed marker genes characterizing natural killer (NK) cells to be preferentially up-regulated in *Adm*^+/−^ compared to WT (Figure 3B, FDR < 0.05), indicating a higher presence or activity of NK cells in *Adm*^+/−^. In contrast, marker genes associated with Type II pneumocytes and endothelial cells were significantly enriched among genes that were preferentially down-regulated in *Adm*^+/−^ compared to WT mice (Figure 3B, FDR < 0.05), potentially speculating their inactivity. 

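The Tabula Muris marker sets were not used here, and a list of 26 NK cell genes was written by hand. Of these, 17 were expressed highly enough to be tested and 6 had at least 1 CPM in PBS. The tested genes had a median log2 fold change of 0.25 in WT mice (adjusted p = 0.117) and 0.42 in *Adm*+/- mice (adjusted p = 0.120, limma's camera), with 11 and 12 of 17 members higher. Of the members 3 were higher in both genotypes and 3 in *Adm*+/- mice only, which is 17.6% each, against 7.23% and 5.58% of all tested genes. Members past the threshold numbered 3 in WT and 7 in *Adm*+/- mice, and 4 and 7 when adjusted over the list alone. The median difference in LPS response was 0.20 (adjusted p = 0.711 from limma's camera). When 1 library was left out, it ranged from 0.0037, without *Adm*+/- LPS replicate 2, to 0.23, without WT PBS replicate 5. The median in *Adm*+/- mice ranged from 0.17, without *Adm*+/- LPS replicate 2, to 0.51, without *Adm*+/- PBS replicate 8. On the mean of the list, the LPS effect was 0.58 in WT and 0.63 in *Adm*+/- mice, a difference of 0.051 with a standard error of 0.19. As many as 159 of the 200 assignments of genotype within treatment gave a difference as large (two-sided exact permutation test, p = 0.795, adjusted p = 0.842 over 18 tests of lists). With fry the list passed in both WT and *Adm*+/- mice (adjusted p = 0.0201 and 0.0124 from limma). With camera it passed in *Adm*+/- mice without *Adm*+/- LPS replicate 1 (adjusted p = 0.0393 from limma). Without *Adm*+/- LPS replicate 2, the list had a median of 0.17 in *Adm*+/- mice and a median difference of 0.0037. Its most abundant members *Cma1*, *Ctsw* and *Il2rb* went from 5.61, 4.98 and 3.05 CPM to 4.49, 3.96 and 4.71 CPM in WT mice and from 4.89, 4.41 and 3.43 CPM to 3.61, 4.08 and 5.70 CPM in *Adm*+/- mice.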

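A hand-written list of 22 type II pneumocyte genes, all of them tested, had a median log2 fold change of 0.23 in WT mice (adjusted p = 0.467) and 0.36 in *Adm*+/- mice (adjusted p = 0.0648, limma's camera), and with fry it passed in *Adm*+/- mice (adjusted p = 0.00976) and not in WT mice (adjusted p = 0.209 from limma). Of these genes, 2 (9.09%) were lower in *Adm*+/- mice only, against 6.26% of all tested genes, and 5 (22.7%) were higher in *Adm*+/- mice only. The median difference between genotypes was 0.14 (adjusted p = 0.0263 from limma's camera), toward the higher level in *Adm*+/- mice. This call was lost with fry (adjusted p = 0.465 from limma) and without WT PBS replicate 3, WT PBS replicate 4, WT LPS replicate 9 or *Adm*+/- LPS replicate 1, with medians of 0.10, 0.09, 0.19 and 0.05. The 3 most abundant members *Sftpc*, *Slc34a2* and *Sftpb* had differences of 0.05, 0.34 and 0.09 on the log2 scale. A hand-written list of 32 endothelial genes had medians of −0.12 in WT mice (adjusted p = 0.0779) and 0.09 in *Adm*+/- mice (adjusted p = 0.992, limma's camera), and with fry it passed in WT mice (adjusted p = 0.0493 from limma). Of these, 2 (6.25%) were lower in *Adm*+/- mice only and 2 (6.25%) were higher there. The median difference was 0.15 (adjusted p = 0.0407 from limma's camera), again toward the higher level in *Adm*+/- mice, and it was not called with fry (adjusted p = 0.423 from limma) or in 7 of the 12 fits that left out 1 library, of which the one without WT PBS replicate 4 had the lowest median, 0.09. *Cd93*, the most abundant endothelial member, had 763 and 743 CPM in WT PBS and LPS and 785 and 868 CPM in *Adm*+/- PBS and LPS. The next, *Ptprb*, went the other way in *Adm*+/- mice, where its libraries had 745 to 934 CPM in PBS and 569 to 719 CPM in LPS. In WT mice *Ptprb* had 702 to 882 and 653 to 766 CPM. For *Cdh5* the ranges were 567 to 723 and 558 to 638 CPM in WT PBS and LPS and 641 to 745 and 679 to 768 CPM in *Adm*+/- PBS and LPS.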

No significant lung cell enrichment was observed for genes that were preferentially altered in WT mice. These results suggest that *Adm*^+/−^ mice showed a reduced frequency of type II pneumocytes and endothelial cells while increasing the frequency of NK cells upon LPS exposure compared to WT mice.

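Among the hand-written lists of lung cell types, none of the 32 endothelial, 22 type II pneumocyte, 19 type I pneumocyte and 17 NK cell genes was higher in WT mice only. Of the genes lower in WT mice only, 2 belonged to the endothelial list, 1 to the type II pneumocyte list, 2 to the type I pneumocyte list and 0 to the NK cell list. The lung fibroblast list had 3 of 23 members (13.0%) and the monocyte and macrophage list 2 of 20 (10.0%) among the genes higher in WT mice only. Of the 20 neutrophil genes, 18 were higher in both genotypes, with medians of 3.23 in WT mice (adjusted p = 1.49e-15) and 4.01 in *Adm*+/- mice (adjusted p = 2.47e-15, limma's camera). The type I pneumocyte list had medians of −0.06 in WT mice (adjusted p = 0.467) and −0.02 in *Adm*+/- mice (adjusted p = 0.866, limma's camera).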

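The marker lists drawn in Fig. 4A were set beside the hand-written lists of the same cell types. On the mean of the members, the LPS effect on the Fig. 4A NK markers was 1.03 in WT and 1.83 in *Adm*+/- mice, a difference of 0.81 with a standard error of 0.25 (two-sided exact permutation test, p = 0.015, adjusted p = 0.0514 over 18 tests). It exceeded the difference of the hand-written NK list by 0.75 (exact permutation test, p = 0.05, adjusted p = 0.1). For the Fig. 4A endothelial markers the effect was −0.37 in WT and −1.03 in *Adm*+/- mice, a difference of −0.66 (exact permutation test, p = 0.005, the smallest that 200 assignments allow, adjusted p = 0.045). Of the 18 tests, this one and the comparison of the same markers with lung fibroblasts (−0.52, exact permutation test, adjusted p = 0.045) passed. The hand-written endothelial list had a difference of 0.101, toward the higher level in *Adm*+/- mice, with a standard error of 0.06 (exact permutation test, p = 0.295, adjusted p = 0.408). The Fig. 4A type II pneumocyte markers had a difference of −0.75 (exact permutation test, p = 0.02, adjusted p = 0.0514) and the hand-written type II list one of 0.17 (exact permutation test, p = 0.14, adjusted p = 0.21). The Fig. 4A markers were chosen by the paper on these libraries and are not independent evidence. From the enrichment of cell type markers among preferentially regulated genes, the paper proposes that NK cells became more frequent, and type II pneumocytes and endothelial cells less frequent, in *Adm*+/- mice after LPS exposure.

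**Figure D2:**
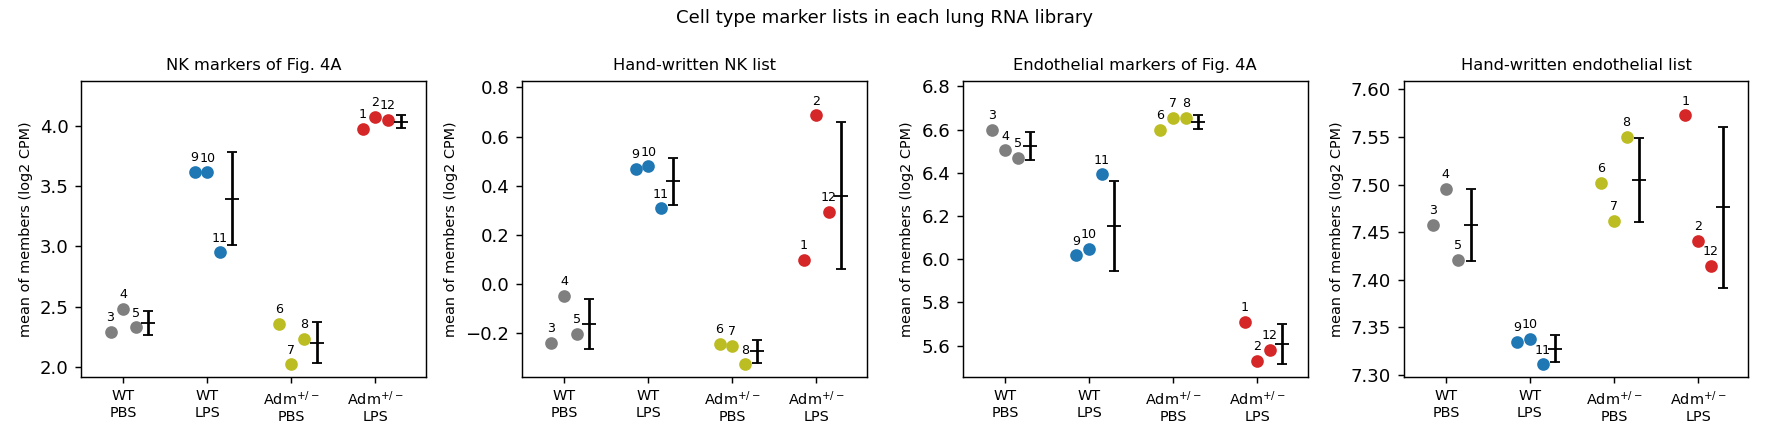
Mean log2 CPM of the members of each list in each of the 12 libraries, by group, for the NK markers of Fig. 4A, the hand-written NK list, the endothelial markers of Fig. 4A and the hand-written endothelial list. Points carry the replicate number, bars give the mean and SD of the 3 libraries of a group, and the y axes differ in range. After LPS the Fig. 4A NK markers average 3.40 in WT and 4.04 in *Adm*+/- mice, and the hand-written NK list 0.42 and 0.36.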

### 3.4. Integration of Lung Cell Atlas Reveals Alterations in Cell Type Markers

Given that three cell types were significantly enriched amongst preferentially altered genes, we subsequently focused our analysis on the expression of NK cell, endothelial cell, and type II pneumocyte signatures. We cross-referenced our findings with the murine single-cell lung atlas resource called LungMAP [57]. LungMAP catalogs RNA expression of 95,658 lung cells across lung development, cataloging 40 different cell types. Thus, LungMAP provides robust marker genes for each lung cell type.

Restricting the analysis to the top 10 most preferentially expressed cell type markers for NK cells, type II pneumocytes, and endothelial cells showed coordinate expression alterations in the *Adm*^+/*−*^ mice with decreased signal in the WT mice (Figure 4A). 

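Each of the 3 lists read from Fig. 4A has 10 genes, all of them tested. The NK markers had a median log2 fold change of 0.34 in WT mice (adjusted p = 0.0294) and 1.09 in *Adm*+/- mice (adjusted p = 0.000127, limma's camera), with 8 and 10 members higher. The endothelial markers had medians of −0.33 in WT mice (adjusted p = 0.0141) and −1.02 in *Adm*+/- mice (adjusted p = 3.45e-06, limma's camera), and 3 and 10 members passed the threshold. The type II pneumocyte markers had medians of −0.28 in WT mice (adjusted p = 0.0224) and −0.81 in *Adm*+/- mice (adjusted p = 3.97e-06, limma's camera), with 1 and 8 members past the threshold. The median difference between genotypes was 0.65 for NK (adjusted p = 7.53e-05), −0.47 for endothelial (adjusted p = 1.28e-06) and −0.56 for type II pneumocyte markers (adjusted p = 1.42e-07, limma's camera), and all 3 passed with fry (adjusted p = 0.0374 each). With an estimated correlation between genes none of the 3 differences passed (adjusted p = 0.146, 0.163 and 0.189 from limma). At an unadjusted p-value under 0.05, 2 NK, 6 endothelial and 6 type II pneumocyte markers had a difference, and 0 passed over all genes, while 5 type II pneumocyte markers did when adjusted over the list alone. Because the markers were picked by their behaviour in these libraries, that count is not independent evidence. The WT calls of all 3 lists were lost without WT LPS replicate 10, with medians of 0.38, −0.25 and −0.23. The NK call in WT mice was also lost without WT PBS replicate 3 (0.29), WT PBS replicate 4 (0.32) or WT LPS replicate 9 (0.27), and the type II pneumocyte call without WT PBS replicate 3 (−0.24).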

Visualization of the average expression of these genes in the LungMAP atlas demonstrated cell type specificity. For example, two NK cell type marker genes, *Ppm1j* and *Tnfrsf9*, were strongly up-regulated in *Adm*^+/*−*^ mice, while expression changes in WT mice showed weaker up-regulation. 

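*Ppm1j* (ENSMUSG00000002228) lies on chromosome 3 of mm10 from 104781056 to 104786018 and overlaps *Fam19a3*. It went from 2.70 ± 0.589 to 3.37 ± 0.945 CPM (SD, n = 3) in WT mice, a log2 fold change of 0.33 (standard error 0.26, adjusted p = 0.380 from edgeR). It rose in *Adm*+/- mice from 2.89 ± 0.698 to 5.82 ± 0.415 CPM, by 1.02 (standard error 0.26, adjusted p = 0.0115 from edgeR). With limma-voom's treat it passed in neither genotype (adjusted p = 1 and 0.178). *Tnfrsf9* (ENSMUSG00000028965), on chromosome 4 from 150914562 to 150946102, overlaps *Camta1*. It rose from 0.527 ± 0.343 to 9.91 ± 7.61 CPM in WT mice, by 4.22 on the log2 scale (standard error 0.75, adjusted p = 0.00313 from edgeR). It rose in *Adm*+/- mice from 0.337 ± 0.122 to 38.8 ± 2.70 CPM, by 6.82 (standard error 0.80, adjusted p = 0.000158 from edgeR). The differences of 0.69 for *Ppm1j* (adjusted p = 0.734) and 2.60 for *Tnfrsf9* (adjusted p = 0.611) did not pass in edgeR's test of the difference.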

Endothelial cell type markers *S100a16* and *Ppp1r16b*, on the other hand, showed stronger down-regulation in *Adm*^+/*−*^ compared to WT mice. 

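*S100a16* (ENSMUSG00000074457), on chromosome 3 of mm10 from 90537254 to 90543151 with no overlapping gene, had 93.7 ± 4.67 CPM in WT PBS and 88.2 ± 11.3 CPM in WT LPS (SD, n = 3). Its log2 fold change in WT mice was −0.09 (standard error 0.11, adjusted p = 0.589 from edgeR). It fell in *Adm*+/- mice from 102 ± 4.96 to 70.3 ± 6.17 CPM, with a log2 fold change of −0.54 (standard error 0.11, adjusted p = 0.00375 from edgeR). Without *Adm*+/- LPS replicate 2 this was −0.47 and under the fold change filter. *Ppp1r16b* (ENSMUSG00000037754), on chromosome 2 from 158665398 to 158766334, overlaps Gm26141 on its own strand. It fell from 169 ± 19.8 to 88.6 ± 27.6 CPM in WT mice, a log2 fold change of −0.93 (standard error 0.20, adjusted p = 0.00746 from edgeR). It fell in *Adm*+/- mice from 178 ± 1.30 to 53.6 ± 8.66 CPM, a log2 fold change of −1.73 (standard error 0.20, adjusted p = 0.000148 from edgeR). The differences of −0.45 for *S100a16* (adjusted p = 0.460) and −0.79 for *Ppp1r16b* (adjusted p = 0.467) did not pass in edgeR's test of the difference.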

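*Lgi3* (ENSMUSG00000033595), on chromosome 14 of mm10 from 70530685 to 70538324, had 210 ± 26.8 CPM in WT PBS and 171 ± 30.3 CPM in WT LPS (SD, n = 3), a log2 fold change of −0.30 (standard error 0.14, adjusted p = 0.137 from edgeR). In *Adm*+/- mice *Lgi3* fell from 211 ± 16.6 to 120 ± 5.49 CPM, a log2 fold change of −0.81 (standard error 0.14, adjusted p = 0.00118 from edgeR). *Myo5c* (ENSMUSG00000033590), on chromosome 9 from 75232020 to 75305451, had 185 ± 0.962 and 177.3 ± 30.2 CPM in WT PBS and LPS, a log2 fold change of −0.06 (standard error 0.13, adjusted p = 0.767 from edgeR). In *Adm*+/- mice *Myo5c* fell from 170 ± 15.1 to 124 ± 13.6 CPM. Its log2 fold change of −0.46 (standard error 0.13, adjusted p = 0.0196 from edgeR) was under the fold change filter, and it passed without *Adm*+/- PBS replicate 7 (−0.53), *Adm*+/- LPS replicate 1 (−0.50) or *Adm*+/- LPS replicate 12 (−0.51). Neither gene overlaps another. The differences of −0.51 for *Lgi3* (adjusted p = 0.505) and −0.40 for *Myo5c* (adjusted p = 0.633) did not pass in edgeR's test of the difference.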

Similar patterns were observed for Type II pneumocyte markers *Lgi3* and *Myo5c* (Figure 4B). Taken together, these results are suggestive of the fact that the expression changes observed in *Adm*^+/*−*^ mice reflect changes in actual cell type frequency of NK cells, type II pneumocytes, and endothelial cells, indicating that in patients who develop BPD, it is likely that the lung selectively either recruits or depletes several key cell types otherwise required for maintaining lung health.

### 3.5. RNA Expression Profile of BPD Patients Reflects Increase in NK Cells

Having discovered gene expression changes reflecting differences in the lung cell type composition in *Adm*^+/*−*^ mice in our LPS-induced experimental BPD mouse model, we examined whether there were similar changes in a human BPD cohort [63]. The cohort contained mRNA expression profiles from tracheal aspirates of 38 infants, of which 17 were neonates without lung disease, and 21 infants were diagnosed with BPD. Given our findings from the *Adm*^+/*−*^ experimental BPD mouse model, we hypothesized to observe an increase in NK cells in BPD patients compared to controls. Therefore, we performed differential gene expression analysis between BPD and controls (Table S3). Several NK cell markers were up-regulated (Figure 5A). For example, NK marker *SIDT1* was significantly up-regulated in BPD patients compared to controls (FDR < 0.05, Figure 5B). Next, we statistically assessed the enrichment of NK cell, type II pneumocyte, and endothelial cell markers within the differentially expressed genes. Significant enrichment of NK cell markers was observed within genes up-regulated in BPD (enrichment *p*-value < 0.05, Figure 5C). However, no significant enrichment was observed for endothelial cell and type II pneumocyte markers. These results are in agreement with the expression changes observed in the mouse *Adm*^+/*−*^ samples upon LPS exposure, and we hypothesize a potential role of NK cell type in BPD pathogenesis.

## 4. Discussion

This research utilized unbiased, high-throughput, and state-of-the-art bioinformatic methods to understand the intricate molecular and cellular mechanisms through which *Adm* influences the outcomes of LPS-induced experimental BPD in mice. We found that *Adm* influences lung inflammation and injury via distinct molecular pathways and lung cell types. The results lay the groundwork for future mechanistic and therapeutic studies aimed at preventing and mitigating BPD in preterm infants.

*Adm* has emerged as a crucial regulator of neonatal lung injury, as evidenced by studies in newborn rodents [45,47,48] and primary human fetal lung endothelial cells [44,45,46]. To delve deeper into the role of *Adm* in neonatal lung biology, we used an LPS-induced model of experimental BPD [48], given that postnatal sepsis is one of the major causes of human BPD [64,65,66] and that LPS is commonly used to model sepsis in neonatal rodents [48,67,68,69]. Additionally, the cellular and molecular mechanisms through which *Adm* regulates sepsis-induced neonatal lung injury are unclear. Furthermore, *Adm* is an angiogenic hormone, and lung vascular development and endothelial cell signaling are critical for alveolarization; disruptions in endothelial cell homeostasis can impede this process and cause alveolar simplification, a hallmark of BPD [13,70]. Thus, we conducted a genome-wide transcriptional study using an established LPS-induced experimental BPD model to pinpoint the genes and pathways affected by LPS in general and specifically by *Adm* to gain deeper insights into how *Adm* modulates LPS-induced neonatal lung injury. While RNA-Seq analyses at a single time point may not capture all deregulated genes and pathways, our study uncovered several novel genes, pathways, and lung cell types influenced by *Adm* in this model.

Conducting RNA-seq studies at various stages of a disease provides insights into the disease’s molecular mechanisms, progression, recovery, and repair. It can also provide insights into potential therapeutic targets and responses to therapies. Since our prior study [48] demonstrated that *Adm* deficiency potentiated LPS-induced lung injury in neonatal mice, the current study aimed to identify potential molecular mechanisms through which *Adm* deficiency causes neonatal lung injury. Therefore, the RNA-seq studies were performed at an early point. Early-stage studies also have the potential to identify biomarkers for early diagnosis of the disease. Future studies will focus on performing high-throughput studies at multiple time points to determine the dynamic processes involved in disease progression and identify stage-specific biological processes and prognostic biomarkers in BPD.

LPS exposure affected the expression of several genes in the experimental BPD model. *Slit2* and *Mmp9* were among the top down-regulated and up-regulated genes, respectively, upon LPS exposure in both *Adm*^+/*−*^ and WT mice. *Slit2*, a member of the Slit-secreted glycoprotein family, acts via its receptor roundabout (Robo)1 to govern cell morphology and movement. In addition to its role in guiding axonal projection and neuronal migration [71,72], *Slit2* is also shown to regulate immune responses, as evident by its prevention of inflammatory cell chemotaxis in the brain [73] and prevention of inflammatory cell recruitment and injury in kidneys [74]. Since inflammatory lung injury is a hallmark of BPD, it is possible that *Slit2* deficiency can lead to BPD phenotype. However, this gene’s pathogenic and biomarker roles in preclinical and clinical BPD are unexplored, highlighting one of the new information provided by our study. In contrast, the finding of increased *Mmp9* expression in our BPD model is supported by a similar finding in other neonatal lung injury models [75,76,77,78] and human BPD [79,80,81], validating our findings’ relevance in BPD.

Notably, the bulk of differentially expressed genes were observed in LPS-exposed *Adm*^+/*−*^ neonatal murine lungs, highlighting the pivotal role of *Adm* signaling in regulating LPS-induced neonatal lung injury. For example, Fibroblast growth factor 10 (*Fgf10*) showed preferential down-regulation upon LPS exposure in *Adm*^+/−^ mice compared to WT mice. *Fgf10* is crucial for lung development, influencing the branching of the embryonic lung [82] and targeting alveolar epithelial progenitor cells and resident mesenchymal cells to control their proliferation and differentiation [83]. It is involved in lung disease and regeneration [84], with protective and therapeutic effects demonstrated in mouse models of lung fibrosis [85] and bronchial regeneration after injury. *Fgf10* expression decreases in the lungs of patients with BPD [86], suggesting its role in the disease’s etiology, and exogenous application of recombinant Ffg10 is being investigated as a potential therapy.

Furthermore, KEGG pathway analysis of genes up-regulated in *Adm*^+/−^ mice without significant change in WT mice revealed significant enrichment of NF-κB and STAT pathways, among others, and these are known to play crucial roles in inflammatory responses. Specifically, the NF-κB signaling pathway is known to regulate the expression of various inflammatory cytokines, chemokines, and adhesion molecules, which are crucial in mediating the inflammatory response in lung tissue [87]. The STAT pathway is integral in transmitting signals for various cytokines and growth factors, contributing to the regulation of immune responses and inflammation [88]. Taken together, these findings suggest that both the NF-κB and STAT pathways are actively involved in the lung inflammatory phenotype observed in our study, potentially explaining the underlying molecular mechanisms.

Notably, Methionine adenosyltransferase (*Mat1a*) was among the top differentially up-regulated genes upon LPS exposure in *Adm*-haplodeficient (*Adm*^+/*−*^) mice. *Mat1a* is an enzyme that catalyzes the formation of S-adenosylmethionine, the primary supplier of methyl groups for most biological methylation reactions [89]. *Mat1a* deficiency causes hypermethioninemia [90]. The enzyme is mainly expressed in the liver, and the liver of the *Mat1a* knockout mice displays markers of increased inflammation, injury, and cellular proliferation [91]. Despite displaying an increased expression of cellular proliferation markers, *Mat1a* knockout mice exhibit attenuated liver regeneration following partial hepatectomy [92]. These findings emphasize the necessity of *Mat1a* in maintaining liver homeostasis. Since lung inflammation and regeneration play important roles in BPD initiation, potentiation, and resolution, *Mat1a* can be one of the major mediators of BPD. Further, increased total and oxidized methionine levels are observed in BPD infants [93,94]. However, whether *Adm* regulates neonatal lung injury via *Mat1a* expression is unexplored. The pathogenic and biomarker roles of *Mat1a* in preclinical and clinical BPD also remain unexplored, highlighting our study’s additional new information. Analysis of major deregulated genes and pathways in LPS-exposed *Adm*-haplodeficient (*Adm*^+/−^) mice indicates the involvement of *Adm* in regulating lung inflammation. Genes regulated by the immune homeostasis modulating transcription factors, Stat1 and Stat3, were significantly up-regulated in the lungs of LPS-exposed *Adm*-haplodeficient (*Adm*^+/−^) mice. These findings hold significant implications for managing BPD since it is a lung disorder of preterm infants characterized by heightened inflammation, a prime driver of disrupted alveolar development.

Several single-cell atlases, specifically of mouse and human, have emerged over the past years as invaluable resources for studying the intricate cellular landscape of individual organs [95]. Pioneering efforts such as the Mouse Cell Atlas [96] and Tabula Muris [56] provide comprehensive insights into the composition and heterogeneity of molecular cell types, thereby providing a tool to help identify key differences in health, infection, and diseases. Similarly, recent endeavors such as the single-cell atlas of the whole human lung have successfully mapped the cellular diversity of human lungs, shedding light on not only lung physiology but also cell type-specific gene expression profiles and regulatory networks key for lung development and homeostasis [97]. These atlas studies leverage cutting-edge technologies to uncover cellular heterogeneity at single-cell resolution, identify rare cell populations, and elucidate gene expression dynamics at an extremely high level of detail, thus laying the groundwork for developing novel therapeutic strategies and personalized medicine approaches in respiratory diseases [98]. Here, we combine findings between bulk RNA sequencing studies and mouse lung atlases [56,57] to determine the role of the *Adm* gene in sepsis-induced neonatal lung injury. We identify key cell types and their function roles in chronic injury and subsequently validate in silico using comparable tracheal aspirate transcriptomic data of extreme premature birth with BPD [63].

The comprehensive integrated bulk-RNA Seq and sc-RNA Seq analyses, incorporating data from our current and published studies, reveal that LPS-exposed *Adm*-haplodeficient (*Adm*^+/−^) murine lungs have increased NK cells and decreased endothelial cells and type II pneumocytes. These results validate the findings of our [44,45,46,48] and other [47] earlier studies, highlighting the protective role of *Adm* in neonatal lung injury since NK cells mitigate inflammation, while endothelial cells and type II pneumocytes promote pulmonary vascularization and alveolarization.

NK cells are innate lymphocytes, constituting up to 15% of resident lung lymphocytes [99]. They regulate innate immunity and potentiate acute injury of the lung and kidney in animal models [100,101,102,103]. Hence, it is conceivable that they can potentiate inflammation and chronic inflammatory injury in neonatal lungs. However, their role in experimental and clinical BPD is understudied. In a two-hit model of experimental BPD incorporating antenatal LPS and postnatal hyperoxia exposure, Zhu et al. [104] observed increased lung NK cells in the BPD group. Contrarily, we did not observe enrichment of NK cell markers in genes that were up-regulated upon LPS exposure in WT mice only. The contrasting results may be due to differences in the timing and number of insults and the severity of lung injury between the two studies. However, LPS-exposed *Adm*-haplodeficient (*Adm*^+/−^) murine lungs in our study demonstrated increased NK cells.

Reconciling our results with those of Zhu et al. [104] once again validates our prior conclusions that LPS-exposed *Adm*-haplodeficient (*Adm*^+/−^) mice have severe neonatal lung injury compared with WT mice [48] since two-hit insults increase lung injury severity compared to single-hit insults [67]. Although we could not find any published evidence of altered NK cell frequency in BPD infants, our in silico analyses using comparable tracheal aspirate transcriptomic data of extremely preterm infants [63] indicate that BPD infants have increased lung NK cells. However, it is unclear if NK cells play a pathogenic role in BPD and if *Adm* regulates neonatal lung injury via NK cells.

Our future studies will address these knowledge gaps. The findings of decreased endothelial cells in the lungs of LPS-exposed *Adm*-haplodeficient (*Adm*^+/−^) mice reconfirm the proangiogenic effects of *Adm* [43,44,45,47,105,106,107,108] and the importance of endothelial cell health in mitigating BPD [12,13,70]. Type II pneumocytes play a vital role in BPD pathogenesis. They are crucial for alveolar development and repair by virtue of their stem cell properties [109,110] and can regulate lung injury severity because of their surfactant-producing properties [111,112,113,114]. Further, they are susceptible to injury from insults such as inflammation and oxidative stress that causes BPD [115,116]. While *Adm* predominantly influences endothelial cell health, it can also affect lung injury by regulating lung epithelial cell proliferation [117] and apoptosis [118]. Therefore, *Adm* can influence neonatal lung injury via its independent and/or interactive effects on NK cells, endothelial cells, and Type II pneumocytes.

Future studies are needed to elucidate the lung cell-specific effects of *Adm* in BPD. Not surprisingly, our in silico analyses using comparable tracheal aspirate transcriptomic data of extremely preterm infants [63] did not show alterations in endothelial and Type II pneumocytes between BPD and non-BPD infants because the tracheal aspirates are primarily composed of secretions from the respiratory tract, including mucus, inflammatory cells, and sometimes bacterial or viral pathogens.

While our study provides significant insights into the affected cell types and molecular mechanisms underlying the observed phenotype, it is important to acknowledge the limitations associated with our reliance on pure in silico analysis. Experimental validation of the key findings, such as functional assays and in vivo and clinical studies, is necessary to confirm the biological relevance and mechanistic roles of the identified genes and pathways. Therefore, future work should focus on integrating our bioinformatic predictions with experimental data to strengthen and validate the conclusions drawn from this study.

## 5. Conclusions

In conclusion, this unbiased, high-throughput study characterizes the gene expression profile of *Adm*-haplodeficient (*Adm*^+/*−*^) mice in an LPS-induced model of experimental BPD and provides molecular and cellular insights through which *Adm* may regulate neonatal lung injury. The study also highlights novel genes and cell types regulated by *Adm* and LPS. Furthermore, our in silico analyses discover that BPD infants have elevated lung NK cells, mirroring the finding in LPS-exposed *Adm*-haplodeficient (*Adm*^+/*−*^) mice. Finally, our findings further validate the protective role of *Adm* in experimental BPD, emphasizing that it is a potential therapeutic target for BPD infants with a predominant inflammatory phenotype.

## Figures and Tables

**Figure 1:**
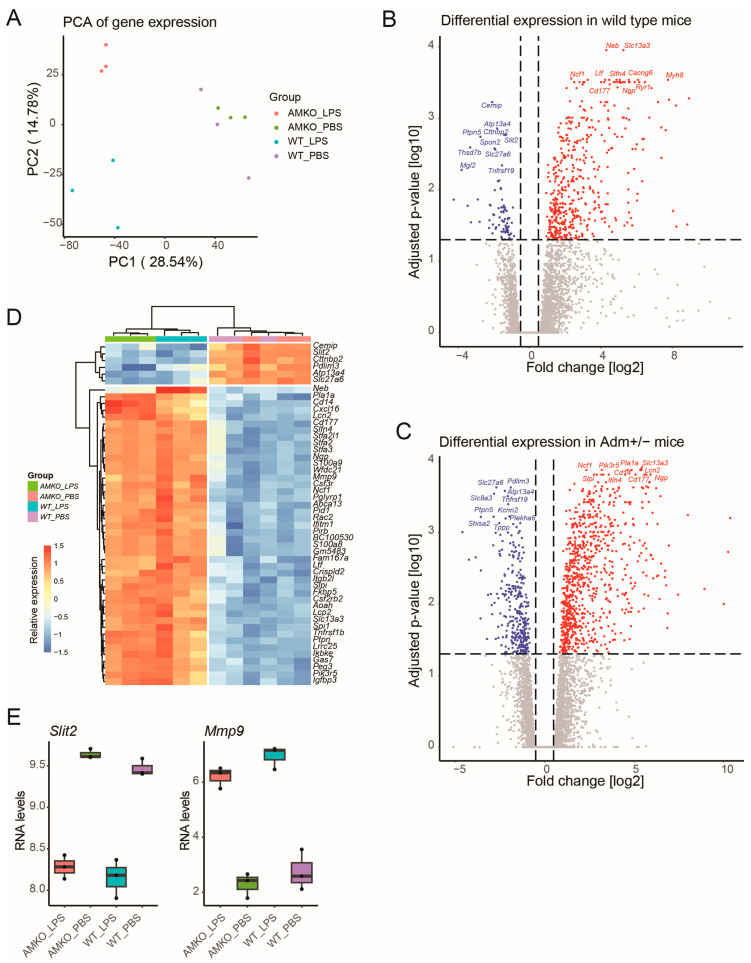
Bulk RNA-seq analysis reveals transcriptomic alterations in response to LPS. (**A**) Principal component analysis (PCA) projection of samples across experimental conditions based on protein-coding genes demonstrated clear separations between samples from different conditions. Two independent regressions were applied comparing LPS- to PBS-treated samples in WT (**B**) and *Adm*^+/−^ (**C**) mice. Genes with significant up- and down-regulation are colored red and blue, respectively. Genes without significant differential expression are colored grey. (**D**) The heatmap displays the relative expression of the top 50 most differentially expressed genes across both comparisons. (**E**) Boxplot shows up and down-regulation of representative genes *Mmp9* and *Slit2*, respectively, upon LPS exposure in both genotypes. Boxplots show the median value in the corresponding group, the extreme values, and the interquartile range (IQR). Whiskers indicate 1.5 IQR of the lower and upper quartiles. Black dots represent outliers defined as being more than 1.5 times the IQR above the third quartile or below the first quartile.

**Figure 2:**
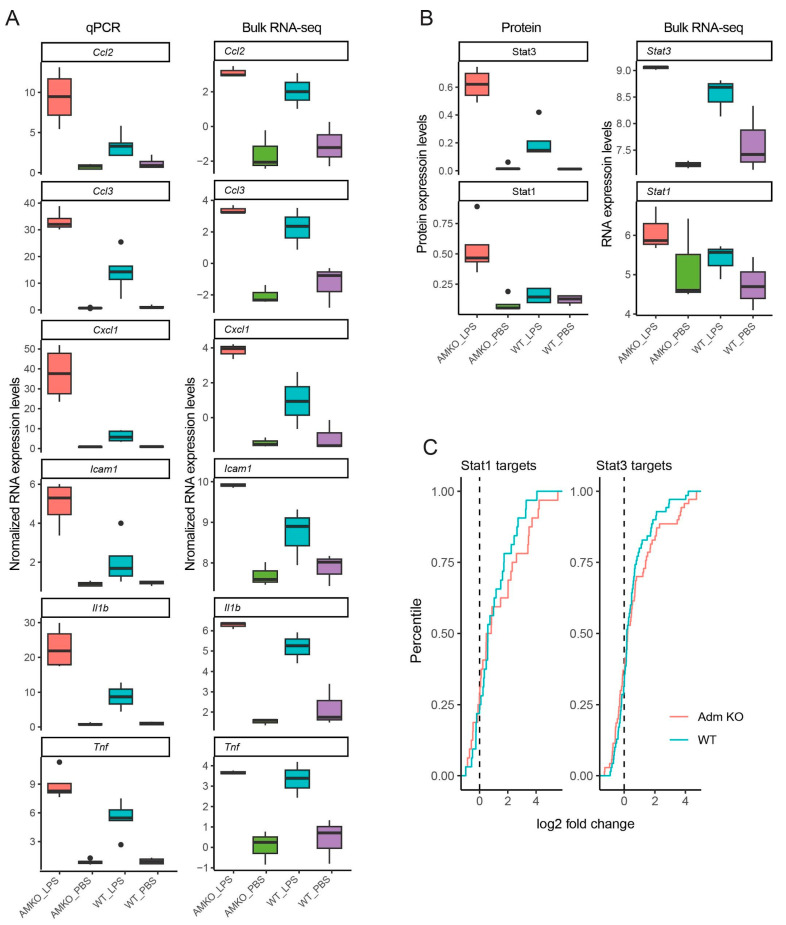
Published RNA and protein expression experiments validate bulk RNA-seq data: (**A**) Boxplots show quantification of RNA levels based on qPCR (left) and bulk RNA-seq (right) across select genes with increased up-regulation in *Adm*^+/*−*^ compared to WT. (**B**) Boxplots show quantification of protein expression (left) and RNA expression based on bulk RNA-seq (right) for transcription factors Stat1 and Stat3. For both (**A**) and (**B**), boxplots show the median value in the corresponding group, the extreme values, and the interquartile range (IQR). Whiskers indicate 1.5 IQR of the lower and upper quartiles. Black dots represent outliers defined as being more than 1.5 times the IQR above the third quartile or below the first quartile. n = 4 to 5 mice per group for real-time RT-PCR and protein expression studies. n = 3 mice per group in bulk RNA-seq study. (**C**) Empirical cumulative density plots show expression fold change (*x*-axis) of Stat1 (left) and Stat3 (right) targets in *Adm*^+/*−*^ (red) and WT mice (blue).

**Figure 3:**
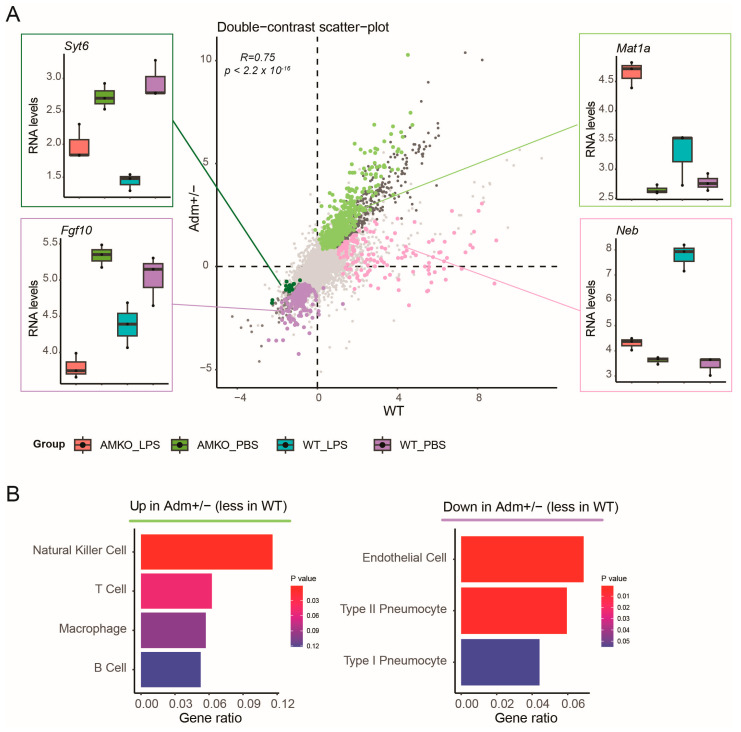
Preferential regulation analysis reveals cell type frequency changes specific to *Adm*^+/*−*^ mice: (**A**) Scatter plot shows LPS induced log fold changes in WT (*x*-axis) and *Adm*^+/*−*^ mice (*y*-axis). Colors indicate genes with differential response to LPS treatment between *Adm*^+/*−*^ and WT mice. Boxplots highlight representative genes that responded differently to LPS exposure in *Adm*^+/*−*^ compared to WT. Genes without significant differential expression are colored grey. Boxplots show the median value in the corresponding group, the extreme values, and the interquartile range (IQR). Whiskers indicate 1.5 IQR of the lower and upper quartiles. Black dots represent outliers defined as being more than 1.5 times the IQR above the third quartile or below the first quartile. (**B**) Barplots visualize gene ratio (*x*-axis) derived from enrichment tests for lung cell types (*y*-axis). Cell types were considered significant if the adjusted *p*-value was less than 0.25. Colors represent statistical significance.

**Figure 4:**
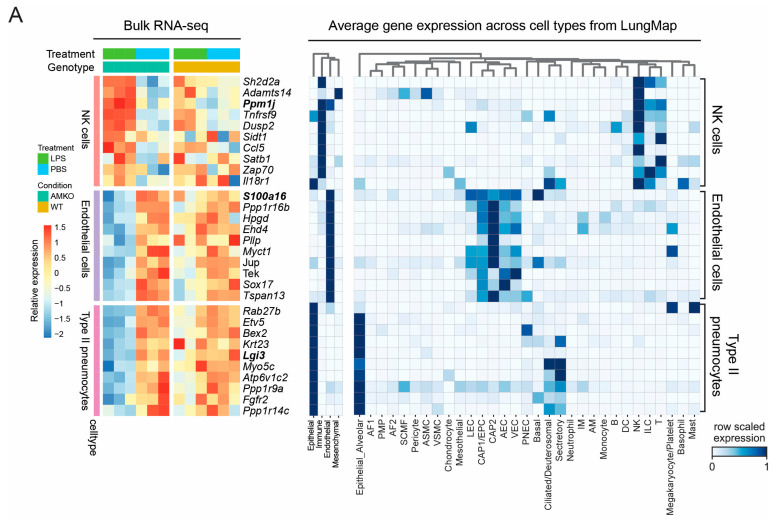

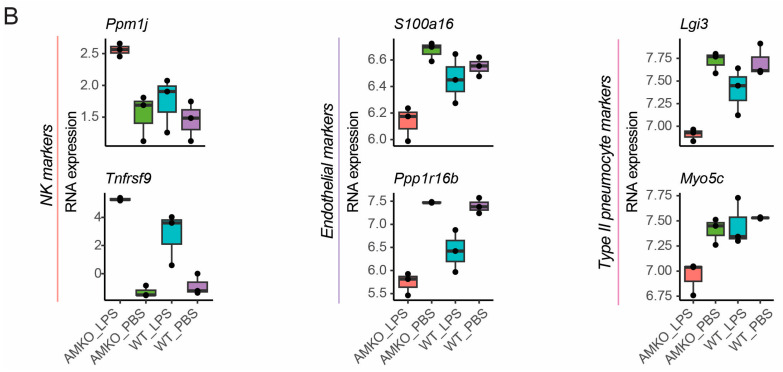
Integration of lung cell atlas reveals alterations in cell type markers: (**A**) The heatmap on the left visualizes the relative expression of the top 10 cell type markers from the three implicated lung cell types with differential activity in the bulk RNA-seq. Blue and red colors represent low and high expression values, respectively. The heatmaps on the right show the average expression of the same set of marker genes aggregated by lineage and cell types in the LungMAP single-cell atlas. White and blue colors represent low and high expression values, respectively. (**B**) Boxplots of RNA expression levels for representative markers from the three cell types with differential activity. Boxplots show the median value in the corresponding group, the extreme values, and the interquartile range (IQR). Whiskers indicate 1.5 IQR of the lower and upper quartiles. Black dots represent outliers defined as being more than 1.5 times the IQR above the third quartile or below the first quartile.

**Figure 5:**
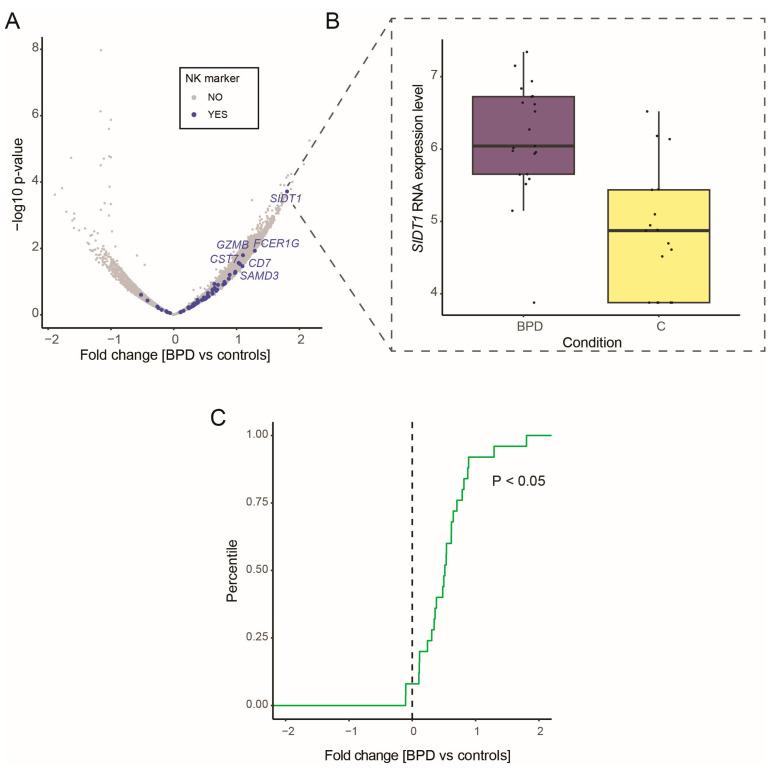
RNA expression profile of BPD patients reflects an increase in NK cells: (**A**) Volcano plot shows differential gene expression of tracheal aspirate samples from infants with and without BPD diagnosis. The highlighted genes in blue are NK cell lung markers sourced from Tabula Muris. (**B**) Boxplot shows increased expression of *SIDT1* in BPD patients. Boxplot shows the median value in the corresponding group, the extreme values, and the interquartile range (IQR). Whiskers indicate 1.5 IQR of the lower and upper quartiles. Black dots represent data points. (**C**) The empirical cumulative density plot displays the distribution of fold changes for NK cell markers in BPD patients compared to controls.

## Data Availability

Publicly available datasets were analyzed in this study. The data generated for this manuscript can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156028, accessed on 13 June 2023.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes15060806/s1, Figure S1: KEGG gene set enrichment analysis; Table S1: Differential expression analysis in WT LPS vs. PBS; Table S2: Differential expression analysis in *Adm* KO LPS vs. PBS; Table S3: Differential expression analysis BPD vs. Control; Table S4: BPD patient characteristics; Table S5: KEGG terms all categories.

How the deposited data were processed for this re-analysis (not part of the article)

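Bulk RNA sequencing libraries of 12 whole lungs of mice on postnatal day 5 were analysed, 3 in each of 4 groups: WT PBS (replicates 3, 4 and 5), WT LPS (replicates 9, 10 and 11), *Adm*+/- PBS (replicates 6, 7 and 8) and *Adm*+/- LPS (replicates 1, 2 and 12). The replicate number is the library number in the sample labels. LPS was given at 6 mg/kg in 3 daily doses, and the lungs were taken 6 h after the last one. Each library came from 1 mouse. The libraries of the human cohort were not analysed here.

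The authors aligned the reads with HISAT2 to mm10 and counted them on Gencode genes with featureCounts. The count table they deposited holds whole-number raw counts, without normalization or a filter on genes, for 52550 genes in 12 columns. The library kit is directional, and neither the strand option of the counting nor the Gencode release is named in the paper's text, so the share of reads that overlapping genes took from each other is not known. Total counts per library ranged from 22382535 to 38062873 with a median of 28494877. Reads carry no molecular identifiers, so floors and counting precision cover counting error only. A group whose libraries all had 3 counts or fewer for a gene was treated as being at the floor, and folds against it are given as lower bounds. Gene positions, overlaps, length and GC content were taken from Gencode release M21 for mm10, in which 52403 genes (99.7%) and 15875 of the tested genes (99.9%) were found. Before replicates were averaged, all 12 pairs of libraries of the same group were checked, and none held identical counts or counts within sampling noise of each other.

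Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 21950 protein-coding genes, the 15885 (72.4%) that passed edgeR's filterByExpr over the 4 groups were normalized by TMM and tested with edgeR's quasi-likelihood F-test (glmQLFit and glmQLFTest). A single fit held 1 coefficient per group and no covariate, with 8 residual degrees of freedom. The 5 contrasts were LPS against PBS in WT mice, the same in *Adm*+/- mice, the difference between these responses, and *Adm*+/- against WT mice in PBS and in LPS. A gene was past the threshold at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.5. Categories follow the paper's scheme, with genes that changed in opposite directions counted apart. Log2 CPM values used a prior count of 2. The principal component analysis used the tested genes, centred and scaled. Correlations of fold changes are across genes and carry no p-value.

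The design of these tests, the alternatives, the rule for naming genes and 31 gene lists were set before the data were examined, except where the text says that a choice was made after the values had been seen. The gene lists reported are NK cell, T cell, thymocyte, B cell, neutrophil, monocyte and macrophage, type II pneumocyte, type I pneumocyte, endothelial cell, lung fibroblast, smooth muscle and pericyte, ciliated and club cell, skeletal muscle, cardiac muscle, cartilage, brown fat, liver, erythroid, mast cell and basophil, Stat3 target, TNF and NF-kappa B, JAK-STAT, cytokines and receptors, growth factors and receptors of the Ras, calcium and MAPK pathways, glucocorticoid response, cell cycle, Y-linked, and the NK, endothelial and type II pneumocyte markers drawn in Fig. 4A. All but the 3 lists of Fig. 4A were written by hand from general knowledge, since the paper's text names some members of its KEGG and Tabula Muris sets and does not list them in full. Of the 31 lists tested 1, and of the genes named by the rule below 1, are not reported here. The 3 Fig. 4A lists were chosen by the paper on these libraries. The muscle genes *Neb*, *Myh8* and *Ryr1* are drawn in Fig. 1B from these libraries, and the skeletal muscle list leaves them out. A rise of muscle genes could be read from that figure, so the result of this list is not independent of the paper's. A squamous epithelium list of 36 genes was added after the values had been seen. Lists were tested with limma's camera (two-sided, preset correlation 0.01, adjusted over the 31 lists within a contrast), with fry and with camera at an estimated correlation as alternatives. The difference between genotypes in the LPS effect on the mean of a list was tested by an exact permutation over all 200 assignments of genotype within treatment, for 18 lists or pairs of lists, with Benjamini-Hochberg adjustment. These permutation tests were chosen after the camera results had been seen.

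Genes named in the text are *Adm*, every gene the paper names or draws for the mouse libraries, the 3 largest fitted rises and falls per genotype among genes past the threshold with a mean of at least 1 CPM and no overlap between groups, the 5 genes with the smallest p in each of the other 3 contrasts, and the 3 most abundant members of a list where it is discussed. Alternatives covered RLE size factors, DESeq2, limma-voom, tests against an absolute log2 fold change of 0.5 (edgeR's glmTreat, limma-voom's treat and limma-trend's treat), other filters on genes and fold changes, all annotated genes, fits of only the 6 libraries of a comparison, the mean of the skeletal muscle list as a covariate, and leaving out each library in turn. The limma-voom treat alternative was listed after the p-values of the paper's Tables S1 and S2 had been read, and those p-values were not compared here. The copies of these tables used here hold 1999 genes each, so no overlap or enrichment was computed on them. In an alternative chosen after the values had been seen, the trend of each library with GC content, a loess fit of span 0.3, was removed.

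The fit was tested on simulated data with 15775 genes, in which 200 genes had been changed in the WT LPS libraries. It called 166 genes, 161 of them changed (80.5% recovered, 3.01% false), and 2 genes in the contrast without change. For the difference between genotypes it called 124 genes and recovered 113 (56.5%, 8.87% false). The genes that other splits of the libraries gave were counted for each of the 5 contrasts. Enrichment against KEGG and Tabula Muris and the single-cell atlas were not used here.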

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

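The tests of the squamous epithelium list, of the esophagus as a source, of other splits for the lists, of gaps between lists, and of T cells or thymus tissue by the standard errors of their lists were chosen only after the results had been seen.

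The test of the difference in LPS response between genotypes had 23 genes past the threshold, all with the larger rise or smaller fall in WT mice, and 1247 genes at an unadjusted p under 0.05. They were singled out because the responses of the genotypes differ. Of these 23 genes, 18 had a correlation above 0.9 across libraries with the mean of the skeletal muscle list, and 9 are its members. The list had a median difference of −3.65 (adjusted p = 6.98e-53 from limma's camera), with medians of 4.23 in WT and 0.38 in *Adm*+/- mice. In the exact permutation of genotype within treatment, 17 of 200 assignments gave as large a difference of the list mean (−3.72, p = 0.085, adjusted p = 0.139 over 18 tests). All 17 are among the 20 that keep the LPS libraries of a genotype together and differ only in how the PBS libraries are divided. They all hold the genotypes apart in LPS, so this p-value does not speak against a difference under LPS. The most abundant members were *Acta1*, at 1.66 CPM in WT PBS and 435 CPM in WT LPS, *Pygm*, at 66.3 and 73.7 CPM, and *Myh3*, at 0.577 and 127 CPM. Of the 31 tested members, 15 had at least 1 CPM in PBS lungs.

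Several sources of this muscle signal were weighed. Cardiac muscle of the lung veins or heart is argued against by the median of the cardiac muscle list in WT mice, 0.10, which ranged from −0.31 without WT PBS replicate 4 to 0.36 without WT PBS replicate 5. Its most abundant members *Myh6*, *Actc1* and *Ryr2* went from 263, 91.1 and 78.6 CPM in WT PBS to 187, 164 and 59.4 CPM in WT LPS. For skeletal muscle tissue carried into lung samples, 27 of the 31 members were higher in every WT LPS library than in every other library. The rises of the members in the WT LPS libraries had correlations of 0.814 to 0.928 with each other. Skeletal muscle carried along with the lung may therefore be a source, and a response of muscle genes in WT lungs to LPS stays open and was not tested. Esophagus as a source cannot be told apart from others, since 1 of 24 members of the squamous epithelium list was higher in every WT LPS library, or 4.17%, against 3.00% of all tested genes, and the level of the list differs between the WT LPS libraries. Of 100 assignments of genotype within treatment drawn from 200, 13 gave at least 23 genes, the real one included. All 13 are among the 14 that kept the LPS libraries of a genotype together. The 86 that mixed them gave 0 genes, with 112 to 3092 at an unadjusted p under 0.05. Keeping them together is the division by genotype in LPS, so the count follows the contrast of WT LPS with *Adm*+/- LPS libraries. The permutation cannot tell genotype from anything else that the WT LPS libraries share. Without *Adm*+/- PBS replicate 7 it was 5 and without WT LPS replicate 10 it was 65.

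By limma's camera, 14 of the 31 lists had a difference between genotypes, which is what singled them out. Among them are the Stat3 target, TNF and NF-kappa B, JAK-STAT, cytokine, B cell, neutrophil, type II pneumocyte, endothelial cell, skeletal muscle and glucocorticoid lists and the 3 lists of Fig. 4A. With fry, the skeletal muscle list and the 3 lists of Fig. 4A passed, and with the correlation between genes estimated, the skeletal muscle list alone did (adjusted p = 0.0117 from limma). The preset correlation of 0.01 may thus be too low for lists whose genes move together, and for the other 10 lists no difference is shown without it. Members of several lists overlap, and 20 of the 52 genes of the TNF and NF-kappa B list are in another list. No biological explanation was tested for these lists.

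The markers drawn in Fig. 4A differed between genotypes in their median LPS response by 0.65 for NK, −0.47 for endothelial and −0.56 for type II pneumocyte markers. The paper picked them on these libraries, so a difference is built into the choice. The exact permutation of genotype within treatment gave 3, 1 and 4 of 200 assignments as large, with adjusted p-values over 18 tests of 0.0514, 0.045 and 0.0514. For more NK cells in *Adm*+/- mice, the hand-written NK cell list had a difference of 0.05 with a standard error of 0.19, and 159 of 200 assignments gave one as large. With 6 of its 17 tested members at 1 CPM or more in PBS, more NK cells cannot be told apart from no change in their number. T cells or thymus tissue as the whole cause is argued against by the mean of the T cell list, whose difference was 0.013 with a standard error of 0.14, and of the thymocyte list, at −0.14 with a standard error of 0.24, against 0.81 for the NK markers. The T cell list fell after LPS in both genotypes, by 0.24 in WT and 0.23 in *Adm*+/- mice. The gap of 0.79 between the NK markers and the T cell list, with 10 of 200 assignments as large, did not pass (exact permutation test, adjusted p = 0.1). Nor did the gap of 0.94 between the NK markers and the thymocyte list, with 17 of 200 as large (exact permutation test, adjusted p = 0.139). A subset of T cells that holds the NK markers stays open. A lower share of all resident lung cells is argued against by the endothelial list, whose mean had a difference of 0.10 with a standard error of 0.06, and by the type II pneumocyte list, at 0.17. The type I pneumocyte list had 0.045 with a standard error of 0.058. The lung fibroblast list went the other way, at −0.13 with a standard error of 0.12. A change of expression within the cells that hold the Fig. 4A markers, or of the genotype's response to LPS, stays open and was not tested.

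The squamous epithelium list of 36 genes, 35 with counts and 24 tested, had a median difference of −2.14 between genotypes (limma's camera, unadjusted p = 1.77e-07 as a single list). Its medians were 3.13 in WT and 0.89 in *Adm*+/- mice. The list was written after the rises of *Krt13* and *Tmprss11b* had been seen, so that its result is not independent of them. The mean log2 CPM of the list was 5.67 and 4.98 in WT LPS replicates 9 and 11, 1.99 in WT LPS replicate 10 and 0.49 to 2.19 in the other 9 libraries. The list made up 0.350%, 0.186% and 0.0238% of the protein-coding CPM in replicates 9, 11 and 10. Esophagus carried into lung samples may be a source in single libraries, a reading made after the libraries had been seen, and for the group as a whole 1 member was higher in every WT LPS library than in every other library. A change of the lung epithelium under LPS was not tested.

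Genes outside the protein-coding set were not analysed in the paper, and 7164 of the 23051 genes that were tested are such genes. Past the threshold were 440 in WT mice (262 higher, 178 lower), 1112 in *Adm*+/- mice (580 and 532), 1 for the difference and 28 between genotypes in LPS, and 0 between genotypes in PBS, with 217 at an unadjusted p under 0.05. *Gm28119* differed between genotypes by −2.26 (adjusted p = 0.0396 from edgeR). *H19*, chosen as an example after its values were seen, was at 169 ± 63.0 CPM (SD, n = 3) in WT PBS and 512 ± 202 CPM in WT LPS, and at 131 ± 6.24 and 115 ± 9.38 CPM in *Adm*+/- mice, and its difference did not pass (−1.78, adjusted p = 0.173 from edgeR). No technical or biological explanation was tested for these genes.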

How the results depend on the processing

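The alternatives that removed the trend with GC content, used the share of Gm26917 or the level of Xist as a covariate, took Pearson's r of limma-voom fold changes, or ran the principal component analysis on all annotated genes without a filter were chosen only after the results had been seen. No paired analysis was possible because the groups share no replicate numbers. Groups of 3 are too small for a test of outlying libraries.

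With the same model, a test against an absolute log2 fold change of 0.5 is stricter by construction than a test against 0 with a filter, and the limma tests also differ from edgeR in their model. Under edgeR's glmTreat, limma-voom's treat and limma-trend's treat, the genes past the threshold numbered 1001, 542 and 618 in WT mice (2791 as reported), 1695, 1139 and 1160 in *Adm*+/- mice (3968), and 133, 79 and 80 for *Adm*+/- against WT in LPS (325). For the difference in LPS response (23), glmTreat gave 13 genes, limma-voom's treat 0, with 284 at an unadjusted p under 0.05, and limma-trend's treat 33, of which 14 were among the 23. Categories 2 to 7 together (4662) held 2016, 1294 and 1356 genes. Separately, categories 2, 3, 4, 5, 6 and 7 held 154, 524, 572, 444, 281 and 41 genes with glmTreat, 64, 323, 499, 253, 141 and 14 with limma-voom's treat, and 62, 360, 468, 270, 178 and 18 with limma-trend's treat.

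DESeq2 gave 168 genes for the difference, among them all 23, and 803 for *Adm*+/- against WT in LPS, while limma-voom gave 1 gene for the difference. The cause was not tested. With at least 10 counts required in every library, fewer genes were tested, and 175 passed for *Adm*+/- against WT in LPS and 327 in category 6. Fits of only the 6 libraries of a comparison take the spread from those libraries alone, and could not be made for the difference. They gave 1152 genes in WT mice and 317, 642, 1634, 1931, 159 and 31 genes in categories 2 to 7. Removing the trend with GC content gave 41 genes for the difference and 597 for *Adm*+/- against WT in LPS. The share of Gm26917 as a covariate gave 38 and 745, and the level of Xist 185 for the latter. For these the cause was not tested. For *Adm*+/- against WT in PBS, every alternative gave 0 genes, as did the reported fit, with 22 to 827 genes at an unadjusted p under 0.05.

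The mean of the skeletal muscle list as a covariate parts the WT LPS libraries from the other 9, so it takes up the LPS effect in WT mice by construction. It left 0 genes in WT mice, 0 for the difference and 0 for *Adm*+/- against WT in LPS (432, 344 and 315 at an unadjusted p under 0.05). Categories 2, 3, 6 and 7 held 0 genes, category 4 1729 and category 5 1513. The Spearman correlation of the LPS fold changes between genotypes fell to 0.499, and 9 lists passed in WT mice (17 as reported). With this covariate the median log2 fold change reversed in WT mice for the Ras, calcium and MAPK list (0.044), the Fig. 4A NK (−0.059), endothelial (0.29) and type II pneumocyte markers (0.47), the skeletal muscle list (−0.45) and the cardiac muscle list (−3.66). It reversed in *Adm*+/- mice for the skeletal muscle list (−0.023). For the difference it reversed for the NK cell list (−0.66), the type II pneumocyte list (−0.042), the type I pneumocyte list (−0.50), the skeletal muscle list (−0.27) and the neutrophil list (−1.58). Among single genes, the sign reversed in WT mice for *Icam1* (−0.57), *Mat1a* (−0.60), *Ppm1j* (−1.14), *Tnfrsf9* (−2.49), *S100a16* (0.29) and *Myo5c* (0.54).

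The Spearman correlation between genotypes (0.787) was 0.632 with no filter on low counts, which adds genes with few counts. The first component (44.1%) held 56.9% with genes not scaled, 39.1% with no filter, 66.0% with the 500 genes of highest variance and 29.99% with all annotated genes and no filter. The cause was not tested. The share of the second component moved by less than its jackknife standard error of 6.16 under these alternatives. With the correlation between genes estimated in camera, 0 lists passed in WT mice (4 at an unadjusted p under 0.05), 0 in *Adm*+/- mice (9) and 1 for the difference. With fry, 4 lists passed for the difference (14 as reported). RLE size factors reversed the lung fibroblast median for the difference, to 0.0026, from a value near 0. They moved the share of higher genes from 59.6% to 60.3% in WT and from 51.3% to 52.6% in *Adm*+/- mice.

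Across the 12 fits that each left out 1 library, genes past the threshold ranged from 1443 (without WT LPS replicate 9) to 3074 (without WT PBS replicate 3) in WT mice and from 3033 to 4503 in *Adm*+/- mice. They ranged from 5 (without *Adm*+/- PBS replicate 7) to 65 (without WT LPS replicate 10) for the difference, and from 81 (without *Adm*+/- LPS replicate 1) to 573 (without WT PBS replicate 5) for *Adm*+/- against WT in LPS. Category 2 ranged from 402 to 960, category 3 from 745 to 1186, category 4 from 659 to 1286, category 5 from 690 to 1532, category 6 from 251 to 674 and category 7 from 38 to 488. The lowest counts of categories 2, 3, 6 and 7 came without WT LPS replicate 9, that of category 4 without *Adm*+/- PBS replicate 6 and that of category 5 without *Adm*+/- LPS replicate 1. The highest came without WT PBS replicate 3 for categories 2 and 7, WT LPS replicate 11 for category 3, WT LPS replicate 9 for category 4, WT PBS replicate 5 for category 5 and *Adm*+/- PBS replicate 6 for category 6. This correlation of fold changes ranged from 0.709 to 0.808, the first component from 42.1% to 45.9% and the second from 16.5% to 23.1%. Lists past the threshold ranged from 10 (without WT LPS replicate 10) to 18 (without WT PBS replicate 5) in WT mice, from 14 to 16 in *Adm*+/- mice and from 11 to 15 for the difference.

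Some results changed sign in these fits. The difference ranged from −0.077 to 0.13 for the T cell list, from −0.29 (without WT LPS replicate 9) to 0.037 (without WT LPS replicate 11) for the thymocyte list, from −0.090 to 0.15 for the lung fibroblast list and from −0.010 (without WT PBS replicate 4) to 0.89 (without WT PBS replicate 5) for the neutrophil list. The cardiac muscle list in WT mice ranged from −0.31 (without WT PBS replicate 4) to 0.36 (without WT PBS replicate 5). The difference ranged from −0.15 to 0.071 for *Slit2* and from −0.70 (without WT PBS replicate 4) to 0.066 (without WT PBS replicate 5) for *Mmp9*. The change of *Myo5c* in WT mice ranged from −0.21 to 0.014, the latter without WT LPS replicate 9.

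Over 49 results of lists and 80 of single genes, 3 and 39 kept their direction and their side of the threshold under every alternative run for them. Among the values of lists under the alternatives, 771 kept both, 70 fell below the threshold, 13 rose past it and 28 changed direction. Among those of single genes, 1325 kept both, 68 fell below it, 9 rose past it and 12 changed direction. Of the NK cell list, 17 of 26 genes had enough counts to be tested, and whether depth was the reason was not tested.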

Differences from the paper's values

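The principal component analysis of all annotated genes without a filter was chosen only after the result had been seen.

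The paper reports 542 genes in WT mice, of which the paper's Table S1 holds 464 higher and 78 lower, as counted here, and the edgeR test here gave 2791, with 1664 higher and 1127 lower. For *Adm*+/- mice the paper reports 1139 genes, of which its Table S2 holds 822 higher and 317 lower, and the test here gave 3968, with 2035 higher and 1933 lower. Of the alternatives set before the data were examined, limma-voom's treat against an absolute log2 fold change of 0.5 gave the paper's numbers, 542 (464 and 78) and 1139 (822 and 317). This alternative was listed after the p-values of Tables S1 and S2 had been read, so its match is not independent of the paper's results. Under limma-trend's treat the numbers also came within 1.5 times the paper's, at 618 (538 and 80) and 1160 (828 and 332). With edgeR's glmTreat, the 1695 genes in *Adm*+/- mice, 1096 of them higher, were within that range, and the number of lower genes was not. None of the others set before the data were examined closed these gaps.

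The paper gives 64 genes in category 2, 323 in category 3, 499 in category 4, 253 in category 5, 141 in category 6 and 14 in category 7. The values here were 929, 1148, 886, 995, 507 and 197. Under limma-voom's treat the categories held the paper's 64, 323, 499, 253, 141 and 14 genes. Under limma-trend's treat they held 62, 360, 468, 270, 178 and 18, which are within 1.5 times the paper's. For category 4, glmTreat gave 572, and fits without *Adm*+/- PBS replicate 6 (659) or 8 (714), or without *Adm*+/- LPS replicate 1 (720), 2 (735) or 12 (738), were also within it. For category 6, so were the fits of only the 6 libraries of a comparison, with 159. No other alternative set before the data were examined closed the gaps.

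The paper states a depth of around 85 M reads per sample as sequenced, and a median of 28.5 M reads per library were counted on genes here, so these are different measures. No alternative applies to the depth. The first component holds about 29% of the variance in Fig. 1A, read by eye, and 44.1% here. Among the alternatives set before the data were examined, the share was within 1.5 times the paper's with no filter on low counts (39.1%), with all annotated genes (40.7%), without WT LPS replicate 9 (43.2%) and without *Adm*+/- PBS replicate 6 (42.1%), and it was not with the others. It was 29.99% with all annotated genes and no filter, an alternative chosen after seeing the values.

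These copies of Tables S1 and S2 hold 1999 genes each, of the 15885 tested in the paper, and 38 fold changes of genes named in the text were compared, 3 of them as lower bounds. For *Crabp1* in WT mice the paper's log2 fold change is −4.25 and the value here −3.44. With limma-voom it was −4.25, without WT LPS replicate 9 −3.96 and without WT LPS replicate 10 −3.72, and these differ by less than the error. For *Acod1* in *Adm*+/- mice the paper's value is 10.03 and the value here 8.99. With limma-voom it was 10.03, with DESeq2 9.22 and without *Adm*+/- LPS replicate 12 9.11, which differ by less than the error. The other alternatives set before the data were examined did not close either gap. The remaining 36 fold changes were not counted as differing, which does not make them equal. For *Tnfrsf9* in WT mice the paper has 3.77 and the value here was 4.22. For *Ccl2* in *Adm*+/- mice the values were 4.92 and 4.52. The 3 lower bounds show only that the paper's values lie above them, as for *Cxcl2*, at 10.28 against a bound of 8.23.

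The paper states that the second component separates the genotypes under LPS, where here the libraries overlapped on that component, from 1.00 to 23.8 in WT LPS and from 14.9 to 40.1 in *Adm*+/- LPS. With genes not scaled, they were apart on it, from −51.7 to −17.9 and from 26.9 to 40.1.

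The paper places genes in categories of preferential regulation. Here *Fgf10* passed the threshold in both genotypes, with −0.66 in WT mice. It was called in *Adm*+/- mice alone with limma-voom's treat and without WT PBS replicate 3 or 5 or WT LPS replicate 9 or 10. *Syt6* passed in both genotypes as well, with −0.73 in *Adm*+/- mice, and was called in WT mice alone with limma-voom's treat and without *Adm*+/- PBS replicate 8 or *Adm*+/- LPS replicate 2 or 12. *Myo5c*, a marker that the paper describes as lower in *Adm*+/- mice, fell there by 0.46 and did not pass the fold change filter. It passed without *Adm*+/- PBS replicate 7 (−0.53) and without *Adm*+/- LPS replicate 1 (−0.50) or 12 (−0.51).

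The paper describes a stronger response in *Adm*+/- mice for *Ccl2*, *Ccl3*, *Cxcl1*, *Icam1*, *Il1b*, *Tnf*, *Mat1a*, *Fgf10*, *Ppm1j*, *Tnfrsf9*, *S100a16*, *Ppp1r16b*, *Lgi3* and *Myo5c*. The fitted differences here have the stated direction, and none passed the threshold of the test of the difference, with *Mat1a* at 1.48 (adjusted p = 0.119 from edgeR) having the smallest p. That threshold is adjusted over all tested genes. For *Ccl2*, *Ccl3*, *Cxcl1*, *Icam1*, *Il1b* and *Tnf* the paper also draws on qPCR from an earlier study of the same model, which was not analysed here. Among the alternatives, *Mat1a* passed with DESeq2 (adjusted p = 0.000983). The paper states that NK cell markers are preferentially higher, and type II pneumocyte and endothelial markers preferentially lower, in *Adm*+/- mice. The hand-written lists of these cell types had median differences of 0.20, 0.14 and 0.15, so that the latter pair went the other way, while the Fig. 4A markers had 0.65, −0.56 and −0.47.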

Other observations

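The tests of the PBS replicates 5 and 6 for GC content, depth and sex, of other splits for the gap between the counts, and of the trend with GC content behind that gap were chosen only after the results had been seen.

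More genes passed for LPS in *Adm*+/- than in WT mice, 3968 against 2791, a ratio of 1.42. Of 1881 genes that passed in *Adm*+/- mice alone, 1 passed the test of the difference itself, and 492 had an unadjusted p under 0.05. When each genotype had its own spread, the ratio was 3.93. The median SD per gene on the log2 scale was 0.288 in WT PBS, 0.187 in *Adm*+/- PBS, 0.167 in WT LPS and 0.117 in *Adm*+/- LPS. A wider spread between the WT libraries may account for part of the gap. Of 4455 genes with an average LPS effect past the threshold, 66.2% changed more in *Adm*+/- mice, with medians of 0.99 and 1.09 in WT and *Adm*+/- mice for the 2388 higher genes and −0.69 and −0.82 for the 2067 lower genes. A stronger response in *Adm*+/- mice thus stays open. Of 100 assignments of genotype within treatment, 53 gave as large a gap as the 1177 genes observed (median of the others 1301, highest 3396), so the gap is not shown to follow genotype. With the trend with GC content removed the ratio was 1.34, which argues against that trend as the whole cause.

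For LPS against PBS, 1 of the 10 splits of the 6 libraries of WT mice gave as many genes as the real split, the real one itself, and the others gave 0, with 132 to 1663 genes at an unadjusted p under 0.05. In *Adm*+/- mice it was 1 of 10 as well (others 0, 97 to 339 unadjusted). For *Adm*+/- against WT mice it was 1 of 10 in LPS (others 0, 93 to 1036 unadjusted) and 10 of 10 in PBS, where every split gave 0 (191 to 5005 unadjusted). With 10 splits a share below 10% cannot be reached.

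WT PBS replicate 5 and *Adm*+/- PBS replicate 6 lay apart from the rest of their groups. Protein-coding genes held 77.8% and 80.1% of their counts, against 84.3% to 87.6% in the others, and Gm26917 held 16.6% and 13.3%, against 5.42% to 7.40%. Over genes, their deviations from their groups had a rho of 0.663 with each other, and of 0.649 and 0.562 with GC content. With the trend with GC content removed, rho between them was 0.506, so GC content could explain a part and not the whole. The median SD then was 0.208 in WT PBS, 0.146 in *Adm*+/- PBS, 0.159 in WT LPS and 0.112 in *Adm*+/- LPS. Lower depth is argued against by the SD of WT PBS with all libraries thinned to 22382535 counts, 0.289, against 0.191 in *Adm*+/- PBS, 0.171 in WT LPS and 0.122 in *Adm*+/- LPS. For the sex of the mouse, rho over 15335 autosomal genes between replicates 5 and 8, both with Y-linked counts, was −0.0053, and 0.165 between replicates 5 and 11. No biological explanation was tested.

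Between genotypes in PBS, 0 genes passed and 344 had an unadjusted p under 0.05, where 794 would be given by chance. The genes with the smallest p were *Hmgcs1* (1.06), *Matn2* (−0.56), *Rab3c* (−1.31), *Prtn3* (−1.99) and *Chga*, which had 0 counts in the *Adm*+/- PBS libraries and at most 11 in a WT PBS library. All 5 had an adjusted p of 0.999 from edgeR. *Hmgcs1* overlaps Gm48342, *Matn2* 9430069I07Rik and *Prtn3* *Plppr3* on the opposite strand. Within 20 Mb of *Adm* on chromosome 7, 6 of 359 genes, or 1.67%, had an unadjusted p under 0.05 in PBS, against 2.17% of all tested genes. Since 0 genes passed in PBS, these shares cannot decide on a donor strain segment around *Adm*. In LPS, 7 of the 359 genes (1.95%) passed, against 2.05% of all tested genes. Over 100 counts of *Ddx3y* were found in replicates 5, 8 and 11, with 656 to 2314 counts, and at most 6 in the others. With 1 such library in each PBS group, unequal sex is argued against there. In LPS, WT mice had 1 and *Adm*+/- mice 0.

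Between genotypes in LPS, 325 genes passed, 52 higher and 273 lower in *Adm*+/- mice. The smallest p-values were those of *Mylpf* (−6.13), *Mybpc1* (−7.14), *Ryr1* (−5.50) and *Atp2a1* (−5.20), each with an adjusted p of 7.09e-05, and *Neb* (−3.52, adjusted p = 7.73e-05 from edgeR). The Y-linked list had medians of 0.62 in WT and −7.50 in *Adm*+/- mice with genes at their bounds, and *Ddx3y*, *Kdm5d* and *Uty* were at least 246-fold, 195-fold and 169-fold lower after LPS in *Adm*+/- mice. Among the *Adm*+/- libraries, Y-linked counts were present in 1 PBS library and in 0 LPS libraries. Of the 4 members, 0 passed.

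The remaining lists are given as median log2 fold changes in WT mice, in *Adm*+/- mice and for the difference, with adjusted p-values from limma's camera in the same order. They were −0.26, −0.23 and 0.028 for T cells (0.0198, 0.0648, 0.711), −0.40, −0.42 and −0.14 for thymocytes (0.467, 0.332, 0.578), 0.20, −0.18 and −0.41 for B cells (0.354, 0.332, 0.00199), and 1.01, 0.88 and −0.22 for monocytes and macrophages (1.35e-06, 0.000244, 0.277). They were 3.23, 4.01 and 0.50 for neutrophils (1.49e-15, 2.47e-15, 0.0407), −0.064, −0.015 and 0.011 for type I pneumocytes (0.467, 0.866, 0.578), −0.33, −0.11 and −0.0031 for lung fibroblasts (0.0232, 0.212, 0.711), and −0.18, −0.32 and 0.0097 for smooth muscle and pericytes (0.0434, 0.0273, 0.711). Ciliated and club cells had 0.55, 0.72 and 0.31 (0.0779, 0.00425, 0.0711), cardiac muscle 0.10, 0.28 and 0.19 (0.522, 0.717, 0.808), cartilage −0.26, 0.010 and 0.48 (0.467, 0.829, 0.210), and brown fat 0.38, −0.040 and −0.0081 (0.615, 0.829, 0.808). Liver had 1.89, 0.93 and −0.87 (0.0178, 0.0648, 0.711), erythroid cells 0.50, 0.16 and −0.27 (0.193, 0.866, 0.217), mast cells and basophils 0.043, 0.0061 and −0.21 (0.522, 0.846, 0.808), and the glucocorticoid response 1.67, 2.30 and 0.77 (3.85e-09, 5.68e-11, 1.98e-05). The cell cycle list had −0.79, −0.70 and 0.062 (4.08e-08, 8.10e-06, 0.578). The neutrophil difference was −0.010 without WT PBS replicate 4 and 0.89 without WT PBS replicate 5. The glucocorticoid response difference was 0.35 without WT PBS replicate 4 and 0.95 without WT PBS replicate 3.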
